# AP‐1 is a regulatory transcription factor of inflammaging in the murine kidney and liver

**DOI:** 10.1111/acel.13858

**Published:** 2023-05-08

**Authors:** Xiaojie Yu, Yuting Wang, Yifan Song, Xianda Gao, Hongkui Deng

**Keywords:** aging, AP‐1, inflammation, kidney, liver, transcription factor

## Abstract

Aging is characterized by chronic low‐grade inflammation in multiple tissues, also termed “inflammaging”, which represents a significant risk factor for many aging‐related chronic diseases. However, the mechanisms and regulatory networks underlying inflammaging across different tissues have not yet been fully elucidated. Here, we profiled the transcriptomes and epigenomes of the kidney and liver from young and aged mice and found that activation of the inflammatory response is a conserved signature in both tissues. Moreover, we revealed links between transcriptome changes and chromatin dynamics through integrative analysis and identified AP‐1 and ETS family transcription factors (TFs) as potential regulators of inflammaging. Further in situ validation showed that c‐JUN (a member of the AP‐1 family) was mainly activated in aged renal and hepatic cells, while increased SPI1 (a member of the ETS family) was mostly induced by elevated infiltration of macrophages, indicating that these TFs have different mechanisms in inflammaging. Functional data demonstrated that genetic knockdown of *Fos*, a major member of the AP‐1 family, significantly attenuated the inflammatory response in aged kidneys and livers. Taken together, our results revealed conserved signatures and regulatory TFs of inflammaging in the kidney and liver, providing novel targets for the development of anti‐aging interventions.

**Abbreviations**
AAV: adeno‐associated virus
AP‐1: activator protein 1
ATAC‐seq: assay for transposase‐accessible chromatin using sequencing
CD: chromatin dependence
COI: chromatin opening index
ETS: E26 transformation‐specific
FDR: false‐discovery rate
GO: gene ontology
GSEA: gene set enrichment analysis
IF: immunofluorescence
IGV: integrative genomics viewer
IHC: immunohistochemistry
PCA: principal component analysis
SA‐β‐gal: senescence‐associated β‐galactosidase
TFBS: transcription factor binding site
TF: transcription factor
TSS: transcription start site

## 1 INTRODUCTION

Aging is characterized by chronic low‐grade inflammation, which is also referred to as “inflammaging” (Lopez‐Otin et al., 2013; Xia et al., 2016). Increasing evidence indicates that inflammaging is closely linked to the progression of many aging‐related diseases, such as atherosclerosis, diabetes, neurodegenerative disorders, and cancer (Ferrucci & Fabbri, 2018; Franceschi & Campisi, 2014; Fulop et al., 2018). Deepening the understanding of the regulatory mechanisms underlying inflammaging is important to facilitate the modulation of its negative effects and lengthen health span.

A prominent feature of inflammaging is its systematic nature (Xia et al., 2016). Increased pro‐inflammatory cytokines produced by tissues during aging affect the normal physiological function of the tissue, as well as other tissues, finally leading to a loss of homeostasis (Mancuso & Bouchard, 2019). The kidney and liver play a central role in the maintenance of whole‐body homeostasis by regulating energy metabolism, waste excretion, and biosynthesis (Moestrup & Nielsen, 2005; Rui, 2014). Aging‐associated liver degeneration is linked to increased levels of proinflammatory cytokines and a higher number of infiltrated immune cells (Jin et al., 2020). Similarly, kidney aging is accompanied by increased inflammatory factors and fibrosis, which results in morphological changes and tissue dysfunction (Kanasaki et al., 2012). Nevertheless, the mechanisms and regulatory networks underlying inflammaging of the kidney and liver remain poorly understood.

Due to the inherent complexity of inflammaging, gaining a mechanistic understanding necessitates an integrative analysis of the transcriptome and epigenome across different tissues. Global alternations in gene expression are a prominent signature of aging and have been widely used to demonstrate the intervention effects of aging delay or acceleration (Browder et al., 2022; Landsberger et al., 2022; Lee et al., 1999). Although most studies describe transcriptional signatures, epigenetic alterations are key bridges between genomic information and transcriptional regulation (Gibney & Nolan, 2010; Zhang et al., 2020). Many aging‐associated changes occur in the chromatin architecture, yet their relevance to gene signatures remains to be established (Sen et al., 2016; Wang, Liu, Hu, et al., 2022). Several studies have explored chromatin dynamics and gene expression changes during mammalian aging (e.g., in muscle stem cells and CD8^+^ T cells), providing important insights into epigenetic remodeling with age (Dong et al., 2022; Ucar et al., 2017). However, most age‐related studies have focused on only one tissue and pairwise comparisons are scarce. It is therefore not clear whether aging in different tissues shares a common mechanism.

In this study, we generated transcriptome (via RNA‐seq) and epigenome (via ATAC‐seq) profiles to explore the common signatures and regulatory factors underlying aging in the kidney and liver. We revealed that the enhanced inflammatory response was the mainly common signature across tissues, and the upregulation of inflammation‐related genes was accompanied by increased chromatin accessibility at promoters. Moreover, transcription factor and regulatory network analyses indicated that AP‐1 and ETS were the key regulators for enhanced inflammation in aging. We validated that activation of AP‐1 was mainly distributed in aged renal and hepatic cells, not in immune cells, and knockdown of AP‐1 attenuated inflammatory response in the aged kidney and liver. Taken together, these results provide insights into the novel regulatory targets of inflammaging, as well as potential therapeutic targets for the alleviation of aging‐related chronic diseases.

## 2 METHODS

### 2.1 Animal experiments

All animal procedures were performed according to NIH guidelines. All practices related to mice were approved by the Institutional Animal Care and Use Committee of Peking University. Female C57BL/6 mice were purchased from Charles River and housed under standard conditions in a specific pathogen‐free, temperature‐controlled environment with a 12‐h day/night cycle until they reached the appropriate age for the experiments.

For animal tissue collection, the kidney and liver samples were obtained from young (2–3 months old) and aged (23–25 months old) female C57BL/6 mice, quickly frozen in liquid nitrogen, and stored at −80°C for RNA or protein extraction and ATAC‐seq library preparation.

For AAV‐infection experiments, 24‐month‐old female C57BL/6 mice were randomized to receive AAV8 sh*Fos* or non‐targeting (NT) vector by intravenous injection. After 3 months, the kidney and liver were collected for analysis.

### 2.2 RNA isolation and RNA‐seq library preparation

TRIzol™ reagent (Sigma‐Aldich, T9424) was used to extract total RNA according to the manufacturer's instructions. Subsequently, the RNA samples were sent to Novogene for cDNA library construction and Illumina sequencing with paired‐end reads on a HiSeq PE150 system.

### 2.3 Nuclei isolation and ATAC‐seq library preparation

Nuclei were isolated from the kidney and liver, and ATAC‐seq libraries were prepared according to the previously described protocol (Corces et al., 2017). Briefly, frozen tissue samples were thawed and homogenized in cold homogenization buffer on ice. Next, 400 μL of the nuclei suspension was subjected to density gradient centrifugation. After centrifugation, the nuclei band was collected, and 50,000 nuclei were transferred into a fresh tube after counting. The nuclei were pelleted at 500 RCF for 10 min at 4°C in a fixed angle centrifuge. After carefully removing the supernatant, transposition was performed by resuspending the nuclei pellet in 50 μL of Transposition Mix containing 1× TD Buffer (20 mM Tris–HCl pH at 7.6, 10 M MgCl_2_ and 20% dimethyl formamide) and 2.5 μL Tn5 (Vazyme, TD501) for 30 min at 37°C. Next, DNA was extracted with 2 × DNA binding beads (Vazyme, N411‐01). Libraries were produced by PCR, for which the cycle numbers were determined by QPCR according to a previous publication (Buenrostro et al., 2015). The final PCR reaction was purified using 0.5–1.2 × DNA binding beads. Library quality was assessed with an Agilent Bioanalyzer 2100, and paired end sequencing was performed with an Illumina Hiseq PE150. Typically, 40–70 million high‐quality reads per library were required.

### 2.4 RNA‐seq data analysis

Sequencing adapters and low‐quality reads were removed from the raw RNA‐seq reads with Trimmomatic (V0.39), with the main parameters set as follows: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:26. The trimmed reads were then mapped to the mm10 mouse genome using Hisat2 (V2.2.1). Next, we used HTSeq‐count (V0.12.4) to calculate the count of reads for each gene, with the main parameters set as: ‐f bam ‐s no ‐r pos. The reference genome was downloaded from the USCS Table Browser. To quantitate gene expression, the read count for each gene was normalized using DESeq2 (V1.22.2). Aging‐associated genes were filtered with the following criteria: adjusted *p* value <0.05 and fold change >2 or <0.5.

### 2.5 ATAC‐seq data analysis

The ATAC‐seq data were pre‐processed (trimmed, aligned, filtered, and quality controlled) using the ATAC‐seq pipeline from the Kundaje lab (https://github.com/ENCODE‐DCC/atac‐seq‐pipeline). In the pipeline, the input JSON file included genomic data files and parameters for running the pipeline. Using the auto‐detected adapter mode to trim the reads, we set the parameters to “‐e 0.1 ‐m 5.” Bowtie2 was used to align the reads to the reference genome. The parameters for mapping were set as “‐X2000 ‐‐mm –local.” After the alignment, duplicates were removed by Picard and only uniquely mapped alignments (MAPQ > 10) were kept. MACS2 was used for peak calling, and the parameters for MACS2 were set as “‐g mm ‐B ‐‐shift ‐100 ‐‐extsize 200 –nomodel.” The “norrowpeak” files were used for downstream analysis. The peaks that appeared in more than 60% of the replicate samples in each group were kept for feature counts and subsequent analysis using DiffBind (V2.12.0). The read counts for each peak were normalized using DESeq2 (V1.22.2). Peaks that differed significantly between young and aged samples were identified using DESeq2 with the following criteria: adjusted *p* value <0.05. A gene was identified as a peak‐related gene when the distance from its TSS to the peak was less than 1 kb.

### 2.6 Motif enrichment analysis

Motif enrichment analysis was performed based on selected genome regions using HOMER. For the ATAC‐seq peak‐based motif analysis, the parameters were set to “‐len 8,10,12,15 ‐p 8 ‐S 40.”

### 2.7 TF footprint analysis based on ATAC‐seq data

In the ATAC‐seq method, the Tn5 enzyme recognizes and cleaves DNA in open regions, which causes enhanced alignment of reads in these regions. However, the presence of TFs bound to DNA prevents Tn5 from cleaving DNA at TF binding sites, leaving small regions, referred to as footprints, where the read coverage drops sharply within peak regions with high coverage (Li et al., 2019). For the TF footprint analysis, RGT‐HINT (V0.13.0) footprinting was used with the parameters set as follows: ‐‐atac‐seq ‐‐paired‐end ‐‐organism=mm10.

### 2.8 GSEA analysis

For GSEA analysis, hallmark gene sets (V7.4) and other aging or senescence associated gene sets used in this paper were downloaded from MSigDB (http://www.gsea‐msigdb.org/gsea/downloads.jsp). GSEA was performed with normalized expression data using python package GSEApy (0.10.2) with the parameters set as follows: cls—class_vector, method—‘signal_to_noise’, min_size—5, max_size—5000. FDR *q*‐values of 0.05 or less were considered significant.

### 2.9 Identification of genes regulated by specific TFs during aging

Transcription factors (TFs) regulate gene expression by binding to promoter regions. We determined the genomic TF footprint using RGT‐HINT, which indicated the locations of the transcription factor binding sites (TFBSs). If the TFBS of a specific TF overlapped with a gene's promoter (±1 kb region around the TSS), the TF was identified as a regulator of that gene.

### 2.10 Immunohistochemistry

Immunohistochemistry was performed using a heat‐mediated antigen retrieval procedure, followed by blocking endogenous peroxidases with hydrogen peroxide. Tissue sections were incubated with a primary antibody overnight at 4°C. Visualization was performed using a diaminobenzidine substrate kit (ZSGB‐Biotech) according to the manufacturer's instructions. An anti‐c‐Jun antibody (Cell Signaling Technology, 9165) and an anti‐PU.1 antibody (Cell Signaling Technology, 2258) were used as the primary antibodies. For quantitation of positive cells, images were acquired by light microscopy (Olympus BX43) at 20× objective magnification. Each slice was measured in at least 6 regions.

### 2.11 Immunofluorescence staining

Mouse tissues were fixed in 4% paraformaldehyde (DingGuo, AR‐0211) for 24 h at room temperature, dehydrated with gradient sucrose solutions (20% and 30% for 24 h each), and embedded in OCT compound (Sakura, 4583) for cryosection. Prior to immunohistochemical staining, the sections (10 μm thick) were fixed in ice‐cold acetone (Xilong Scientific, QC4090) at room temperature for 15 min and blocked with PBS containing 0.3% Triton X‐100 (Sigma‐Aldrich, T8787), 1% normal donkey serum (Jackson ImmunoResearch Laboratories, 017‐000‐121) and 1% bovine serum albumin (Wisent bio products, 800‐095‐QG) at room temperature for 1 h. Samples were incubated with primary antibodies at 4°C overnight, washed three times with PBS, and then incubated with the appropriate secondary antibody for 1 h at 37°C. Nuclei were stained with Hoechst 33342 (Sigma‐Aldrich, B2261). Images were acquired using a ZEISS Axio Scan Z1 (Carl Zeiss) at 20× objective magnification. Each slice was measured in at least 6 regions.

An anti‐c‐Jun antibody (Cell Signaling Technology, #9165), an anti‐PU.1 antibody (Cell Signaling Technology, #2258), and an F4/80 monoclonal antibody (BM8; Invitrogen Antibodies, 14‐4801‐85) were used as the primary antibodies. The secondary antibodies were Alexa Fluor® 488 AffiniPure Donkey Anti‐Rabbit IgG (H + L) (Jackson ImmunoResearch Laboratories, 71‐545‐152), Alexa Fluor® 488 AffiniPure Donkey Anti‐Rat IgG (H + L; Jackson ImmunoResearch Laboratories, 712‐545‐150), Cy™3 AffiniPure Donkey Anti‐Rabbit IgG (H + L; Jackson ImmunoResearch Laboratories, 711‐165‐152), and Goat Anti‐Rat IgG (H + L) Cy3® (Abcam, ab98416).

### 2.12 Flow cytometry analysis

To isolate F4/80^+^ cells from mice kidneys and livers by flow cytometry analysis, the tissues were digested into single‐cell suspension as described (Charni‐Natan & Goldstein, 2020). Cells were then stained with PE anti‐mouse F4/80 (eBioscience, 12–4801‐82) on ice for 1 h and then washed in PBS three times. The cells were suspended in 200 μL of PBS and filtered through a 40 μm nylon cell strainer for analysis. Flow cytometry was performed on an Aria III (BD Biosciences), and the data were analyzed using FlowJo‐V10 (BD).

### 2.13 AP‐1 activity assay

Nuclear protein extracts were isolated following the manufacturer's instructions (Active Motif, 40010). After quantitation using the Bradford assay (Thermfisher, 23246), the 15 μg per sample was added. The AP‐1 subunits (phospho‐c‐Jun) present in active AP‐1 dimers were measured using the ELISA‐based TransAM AP‐1 family (Active Motif, 44296) according to the manufacturer's instructions. The final colorimetric reaction time was 15 min. Absorbance was read using a spectrophotometer (Biotek) within 5 min at 450 nm with a reference wavelength of 655 nm.

### 2.14 SA‐β‐Gal activity assay

SA‐β‐gal staining was performed following the manufacturer's instructions (Beyotime, C0602). Briefly, kidney and liver frozen sections were dried at 37°C for 20 min and fixed in β‐gal fix solution for 15 min at room temperature. After washing in PBS three times, the fixed sections were incubated with β‐gal staining reaction buffer overnight at 37°C without CO_2_. Subsequently, the sections underwent immunofluorescence staining as described in the section 2.11: “Immunofluorescence staining.” Images were randomly acquired using an Inverted Fluorescence Microscope IX73 (Olympus) at a 40× oil objective magnification.

### 2.15 AAV transduction in aged mice

The AAV8 vectors for *in vivo* knockdown were purchased from Azenta. Aged mice were intravenously injected with the AAV8 vectors expressing sh*Fos* or a non‐targeting control vector at a dose of 2 × 10^11^ viral genome particles per mouse via the tail vein using an insulin syringe with a 29‐gauge needle (BD, 320310). The sh*Fos* sequence was as follows: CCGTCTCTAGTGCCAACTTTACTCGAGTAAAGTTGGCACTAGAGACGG.

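The hairpin holds a sense stem of 21 bases, CCGTCTCTAGTGCCAACTTTA, the loop CTCGAG and the antisense stem TAAAGTTGGCACTAGAGACGG. The sense stem matches *Fos* (ENSMUSG00000021250.13) on the + strand of chromosome 12 of mm10, from 85474954 to 85474974. *Fos* spans 85473890 to 85477273 and has 4 exons in transcript ENSMUST00000021674.6, which is 2108 bases long. The target lies in the coding sequence of exon 2 (85474935 to 85475186), at positions 311 to 331 of that transcript. That transcript, with introns removed, reads ACACAGGACTTTTGCGCAGATCTGT in the 25 bases upstream of the target and TCCCCACGGTGACAGCCATCTCCAC in the 25 bases downstream. The upstream bases cross the junction of exon 1 and exon 2, so they are not contiguous on chromosome 12. Among 141767 annotated mouse transcripts of GENCODE M21, an exact match of all 21 bases occurred in 4, all of them transcripts of *Fos*.

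**Figure D1:**
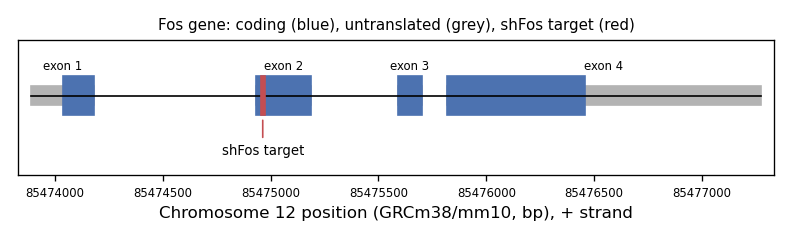
Map of *Fos* on chromosome 12 of mm10 (horizontal axis, position in bp, + strand), with coding exon parts in blue, untranslated parts in grey and the shFos target in red. The target, from 85474954 to 85474974, sits near the start of exon 2.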

### 2.16 Reverse transcription‐quantitative PCR (RT‐qPCR)

RNA was reverse‐transcribed to cDNA using TransScript First‐Strand cDNA Synthesis SuperMix (TransGen Biotech, AT311‐03). RT‐qPCR was performed on a CFX96™ Real‐Time System (Bio‐Rad) using Kapa SYBR® FAST qPCR Kit Master Mix (Kapa Biosystems, KM4101). Data were analyzed using the 2^−ΔΔCt^ method. GAPDH was used as a reference gene to normalize the expression of the target genes. The primer sequences used are supplied in Table S1.

### 2.17 Statistics

Data are represented as the mean ± SEM and *p* values were calculated using an unpaired Student's *t*‐test in GraphPad Prism 8 with default parameters. The statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 3 RESULTS

### 3.1 Conserved signatures of aging in the kidney and liver as uncovered by transcriptome analysis

To reveal the common signatures and regulatory factors of the complex aging process across tissues, we performed RNA‐seq and ATAC‐seq in the kidney and liver collected from young and aged mice (Figure 1a). Based on RNA‐seq, aging‐associated differentially expressed genes were identified, with 1067 upregulated genes and downregulated 117 genes in the kidney; 523 upregulated genes and 119 downregulated genes in the liver (Figure 1b,c), suggesting an increased transcriptional activity during aging in both tissues. Inflammation‐related genes, including *Cd74*, *Cxcl13*, *Fcrl5*, and *Jchain*, were observed in the set of upregulated genes during aging, while several metabolism‐related genes, including *Pck1*, *Hmgcr*, *Cyp2c50*, and *Mup20*, were found in the set of downregulated genes during aging (Figure S1a,b).

**FIGURE 1:**
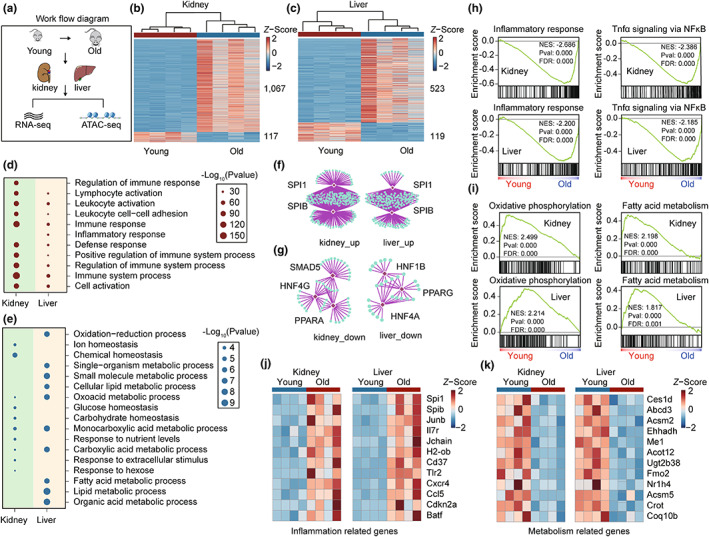
Enhanced inflammation and dysregulated metabolism in the kidney and liver during aging. (a) Schematic outlining the experimental design. The kidney and liver from young (2–3 months) and old (23–25 months) C57BL/6 mice were used for RNA‐seq and ATAC‐seq analysis. (b, c) Heatmap of aging‐associated differentially expressed genes in the kidney (b) and liver (c), (*n* = 4). (d,e) Selected biological process (BP) GO terms enriched in aging‐associated upregulated genes (d) and downregulated genes (e) in the kidney and liver, with the top 10 most significantly enriched terms shown. The size of each point represents the significance of the enrichment. (f,g) Transcription factor enrichment analysis based on aging‐associated upregulated genes (f) and downregulated genes (g) in the kidney and liver using RcisTarget. Only the top significantly enriched TFs are shown. (h,i) GSEA showing changes in inflammation‐related (h) and metabolism‐related (i) pathways in the kidney and liver during aging based on the transcriptome, (*n* = 4). (j,k) Heatmap showing changes in the expression of selected inflammation‐related (j) and metabolism‐related genes (k) in the kidney and liver, (*n* = 4).

To explore the biological processes affected by aging, we performed gene ontology (GO) analysis based on aging‐associated genes. The GO analysis showed that immune response and inflammation‐related pathways were significantly upregulated in the kidney and liver, while metabolism‐related processes were enriched in the set of aging‐associated downregulated genes, including lipid metabolic process and glucose homeostasis (Figure 1d,e). In agreement with these results, the set of commonly upregulated genes in the kidney and liver was enriched with immune processes, while the set of common downregulated genes was enriched with metabolism‐related processes (Figure S1c,d).

To identify TFs that regulate the transcriptome signatures of aged kidneys and livers, we performed TFs enrichment analysis based on the aging‐associated genes. E26 transformation‐specific (ETS) family TFs, SPI1 and SPIB, were significantly enriched in the set of upregulated aging‐associated genes in the kidney and liver (Figure 1f), which have previously been reported to be involved in the regulation of the immune response (Willis et al., 2017). Moreover, HNFs and PPARs were enriched in the set of downregulated genes in the kidney and liver (Figure 1g), which have previously been demonstrated to play a role in metabolic homeostasis and longevity regulation (Ahmadian et al., 2013; Piedrafita et al., 2021).

To further analyze the signaling pathways that are influenced during aging, we performed gene set enrichment analysis (GSEA). Consistent with the results of GO analysis, GSEA data indicated that inflammatory response and TNF‐α signaling pathways were significantly activated in aged kidney and liver (Figure 1h; Figure S2a). In contrast, metabolism‐related processes, such as oxidative phosphorylation and fatty acid metabolism, were deactivated during aging in both tissues (Figure 1i; Figure S2b). Subsequently, we showed that the gene expression levels of typical inflammation‐related genes, including *Spi1*, *Spib*, *Junb*, and *Ccl5*, were increased in aged kidneys and livers in comparison with those in young tissues, and the expression levels of metabolism‐related genes, such as *Ces1d*, *Acsm2*, and *Coq10b*, were decreased (Figure 1j,k; Figure S3a–d). Collectively, transcriptomics data indicate that enhanced inflammation and dysregulated metabolism are the common signatures of aging between the kidney and liver.

### 3.2 Chromatin accessibility signatures of aging in the kidney and liver as revealed by ATAC‐seq

Regulation of gene expression is always linked to chromatin organization. Previous studies have identified that the gene expression changes are predetermined by the rearrangement of chromatin accessibility (Li et al., 2017; Zhang, Zhang, et al., 2021). To reveal changes in chromatin accessibility that underlie transcriptional changes in the aged kidney and liver, we employed ATAC‐seq, a technology to analyze chromatin accessibility (Buenrostro et al., 2015). Principal component analysis (PCA) based on the ATAC‐seq dataset showed obvious changes in chromatin accessibility in the kidney and liver during aging (Figure S4a). To better visualize the global changes in the kidney and liver during aging, we created MA plots based on the ATAC‐seq data, which demonstrate that chromatin accessibility at promoters increased with aging in the kidney and liver (Figure 2a).

**FIGURE 2:**
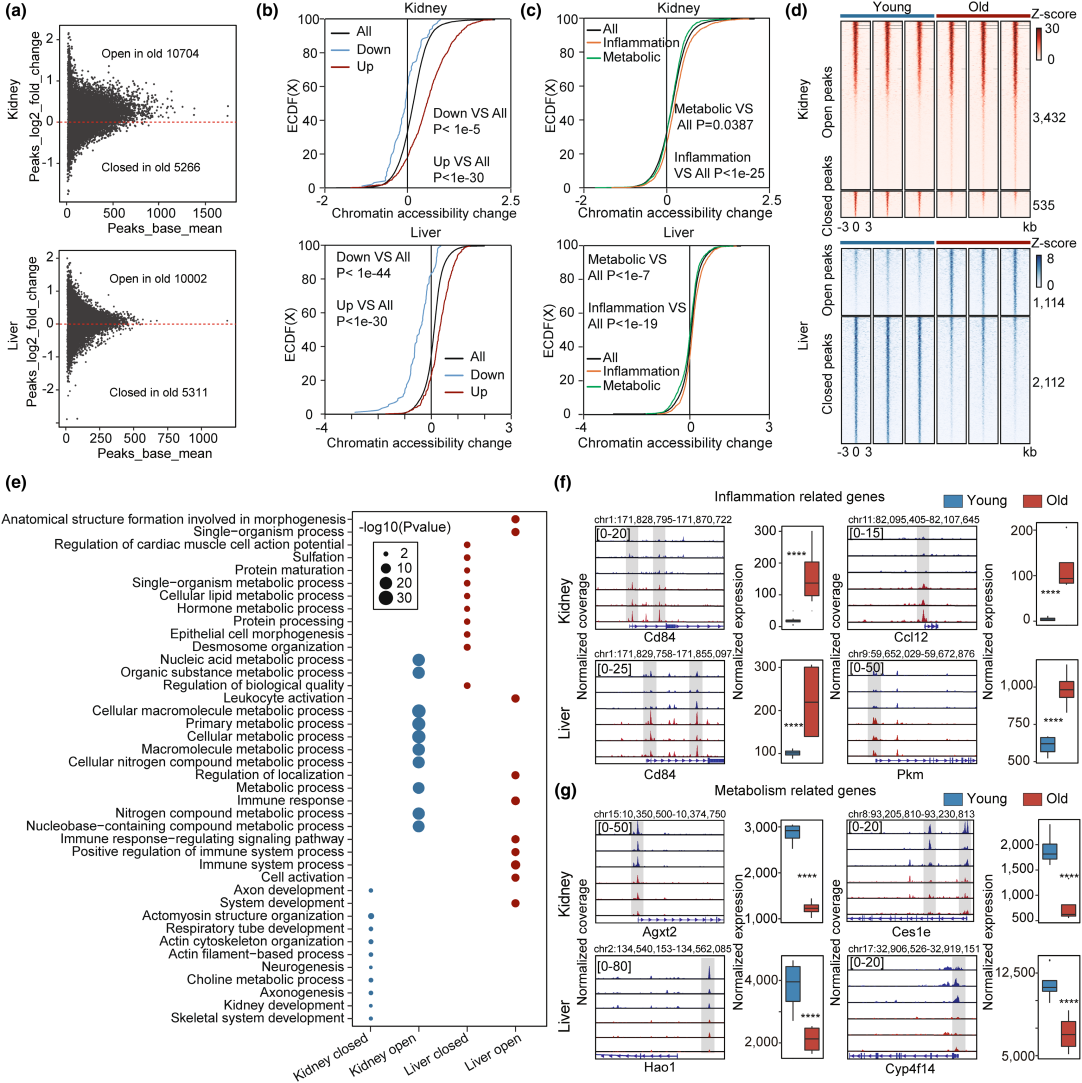
Chromatin accessibility signatures of aging as revealed by ATAC‐seq. (a) MA plot showing the log2 ratio of peak accessibility versus mean normalized read count for peaks located in promoters comparing old and young samples from the kidney (top) and liver (bottom). (b) Cumulative distribution showing the differences in chromatin accessibility between peaks related to upregulated aging‐associated genes and downregulated genes in the kidney (top) and liver (bottom). Peaks associated with upregulated genes showed higher accessibility in comparison with all genes, (*p* < 1e‐30). Peaks associated with downregulated genes showed lower accessibility in comparison with all genes (*p* < 1e‐5 in the kidney; *p* < 1e‐44 in the liver). (c) Cumulative distribution showing the differences in chromatin accessibility between peaks related to metabolism‐related genes and inflammation‐related genes in the kidney (top) and liver (bottom). Peaks associated with metabolism‐related genes showed lower accessibility in comparison with all genes (*p* = 0.0387 in the kidney; *p* < 1e‐7 in the liver). And peaks associated with inflammation‐related genes showed higher accessibility in comparison with all genes (*p* < 1e‐25 in the kidney; *p* < 1e‐19 in the liver). (d) Density heat map showing normalized ATAC‐seq signals ± 3 kb around aging‐associated peaks in the kidney (top) and liver (bottom). The number of peaks within each module is given at the side, (*n* = 3). (e) Biological process GO term enrichment analysis based on genes related to aging‐associated peaks in the kidney and liver, with the top 10 significantly enriched terms shown. The size of each point represents the significance of the enrichment. (f,g) Browser showing changes in the promoter accessibility and expression level of selected genes in the kidney and liver; Browser representation of ATAC‐seq normalized coverage around the transcription start site (TSS) regions of inflammation‐related (f) and metabolism‐related (g) genes. Data were analyzed by unpaired two‐tailed *t*‐test (b,c,f,g). **** *p* < 0.0001.

Given the fundamental role of promoter accessibility in gene regulation, we subsequently examined the relationship between promoter accessibility and gene expression during aging. The promoter accessibility of upregulated aging‐associated genes was significantly greater than that of downregulated genes in the kidney and liver, and a strong correlation between promoter accessibility and gene expression was observed (Figure 2b; Figure S4b,c). To examine the epigenetic changes underlying the transcriptional signatures, we analyzed changes in the promoter accessibility of inflammation‐ and metabolism‐related genes collected from MSigDB. In accordance with the transcriptional signatures of aging in the kidney and liver, the promoter accessibility of inflammation‐related genes was greater than the average level in aged kidney and liver, while metabolism‐related genes displayed significantly reduced promoter accessibility (Figure 2c), confirming the epigenetic changes underlying the transcriptional signatures of aging.

To further explore the epigenetic signatures of the aged kidney and liver, we identified aging‐associated peaks using DEseq2. There were 3432 open peaks and 535 closed peaks in the kidney, and 1114 open peaks and 2112 closed peaks in the liver (Figure 2d). And these peaks were found to be evenly distributed across chromosomes (Figure S4d). Interestingly, peak annotation indicated that aging‐associated open peaks were more likely to be located in promoter regions as compared with closed peaks (Figure S4e–j), confirming increased promoter accessibility with aging. Further, GO analysis based on genes related to aging‐associated peaks showed enrichment in immune system and metabolic pathways (Figure 2e).

To elucidate the epigenetic changes underlying dysregulated inflammatory and metabolic processes, we evaluated changes in the promoter accessibility and expression levels of selected genes using Integrative Genomics Viewer (IGV). For example, the inflammation‐related genes *Cd84*, *Ccl12*, and *Pkm* showed dramatically increased expression during aging in the kidney and liver, which were accompanied by increased promoter accessibility (Figure 2f; Figures S5a,b and S6a). In contrast, the metabolism‐related genes *Agxl2*, *Ces1e*, *Hao1*, and *Cyp414* showed decreased promoter accessibility and expression during aging (Figure 2g; Figures S5c,d and S6b), confirming the epigenetic changes underlying aging‐associated transcriptional signatures.

Taken together, ATAC‐seq data show a strong correlation between the transcriptome and epigenome. Importantly, the changes in chromatin accessibility underlying enhanced inflammation and dysregulated metabolism were observed, highlighting the potential role of epigenetic remodeling in the regulation of aging signatures.

### 3.3 Identification of potential regulatory TFs of aging in the kidney and liver

Transcription factors have been reported to play important roles in gene regulation and cell fate decisions (Stadhouders et al., 2019). Moreover, previous studies in diverse species and cell types have shown that TFs act as central components of the aging‐regulatory signaling networks (Fischer et al., 2022; Zhou et al., 2018). To identify the regulatory TFs underlying aging in the kidney and liver, we performed motif enrichment analysis based on the aging‐associated peaks and genes described above (Figure 3a–d). Interestingly, we found that the ETS family TFs, SPI1, and SPIB, in addition to the AP‐1 family TFs, c‐JUN, ATF3, and FRA1, were commonly enriched in the open peaks from the kidney and liver (Figure 3e; Figure S7a–d). In contrast, aging‐associated closed peaks from the kidney and liver were commonly enriched in HNFs, PPARs, and RXRs, which is consistent with the transcriptome analyses.

**FIGURE 3:**
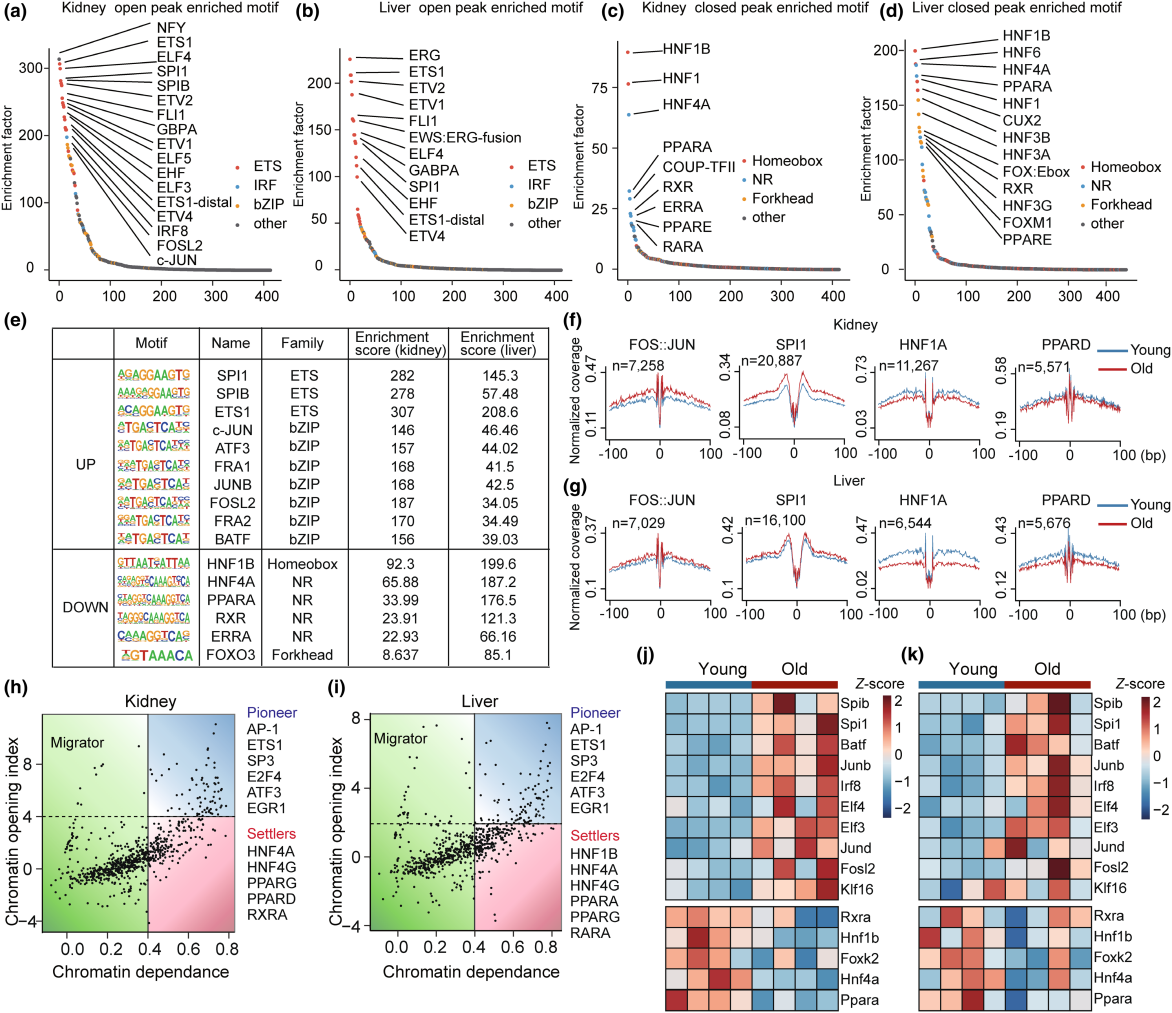
Identification of the regulatory TFs of aging in the kidney and liver. (a–d) Ranking of motifs enriched in aging‐associated open peaks in the kidney (a) and liver (b), and closed peaks in the kidney (c) and liver (d). The colors of the points represent different TF families. (e) Selected commonly enriched TFs in aging‐associated peaks in the kidney and liver. (f,g) TF footprinting in chromatin‐accessible regions based on ATAC‐seq. The mean normalized ATAC‐seq coverage of the forward and reverse strands within 100 bp upstream and downstream of the TF motif is shown. For both the kidney (f) and liver (g), the red line represents young samples and the blue line represents old samples. (h,i) Classification of TFs based on chromatin dependence (CD) and the chromatin opening index (COI). Selected top pioneer factors and settlers in the kidney (h) and liver (i) are shown. (j,k) Heatmap showing changes in the expression levels of identified regulatory TFs with aging in the kidney (j) and liver (k) during aging, (*n* = 4).

To further explore changes in TF activity during aging, we assessed the relative coverage around TF binding sites using RGT‐HINT footprinting (Li et al., 2019). We identified the footprints of selected TFs described above including c‐JUN, SPI1, HNF1A, and PPARD. Consistent with the results of motif enrichment analysis, c‐JUN, and SPI1 displayed increased activity in the kidney and liver during aging (Figure 3f,g; Figure S8a). In contrast, the activity of HNF1A and PPARD decreased with aging, indicating a potential role for these TFs in the regulation of aging.

Pioneer factors are specific TFs, which induce epigenetic remodeling upon binding (Mayran & Drouin, 2018). Previous work has demonstrated that pioneer factors play an important role in cell fate determination (Soufi et al., 2015). Thus, we speculated that pioneer factors might act as the major regulators of aging signatures. Using PIQ, we classified TFs as pioneer factors, settlers, or migrators based on chromatin dependence (CD) and the chromatin opening index (COI) (Sherwood et al., 2014). AP‐1 and ETS1 were identified as pioneer factors in the aged kidney and liver (Figure 3h,i). Interestingly, metabolism‐related TFs, such as HNFs and PPARs, were identified as settlers, indicating the different regulatory roles of these TFs from the AP‐1, ETS, HNFs, and PPARs families in aging in the kidney and liver.

Next, we examined changes in the expression levels of aging‐associated TFs. TFs that are activated during aging, including AP‐1 and ETS family TFs, showed elevated expression in aged kidneys and livers (Figure 3j,k; Figures S8b and S9). In contrast, TFs that are repressed during aging, including HNFs and PPARs, showed decreased expression with aging in both tissues, indicating a close correlation between the activities and expression levels of these TFs.

To further explore the regulatory effects of these TFs, we performed GO analysis based on their downstream genes. The GO analysis indicated that HNFs and PPARs regulated metabolism‐related processes in the kidney and liver during aging. In addition, SPI1 and JUNB (a member of the AP‐1 family) regulated inflammation‐related responses (Figure 4a). Subsequently, we carried out regulatory network analysis of aging‐associated TFs using STRING (Szklarczyk et al., 2019). The results of the hierarchy analysis indicated that c‐JUN, a major member of the AP‐1 family, was at the core of the regulatory network, highlighting its potential regulatory role in aging in the kidney and liver (Figure 4b).

**FIGURE 4:**
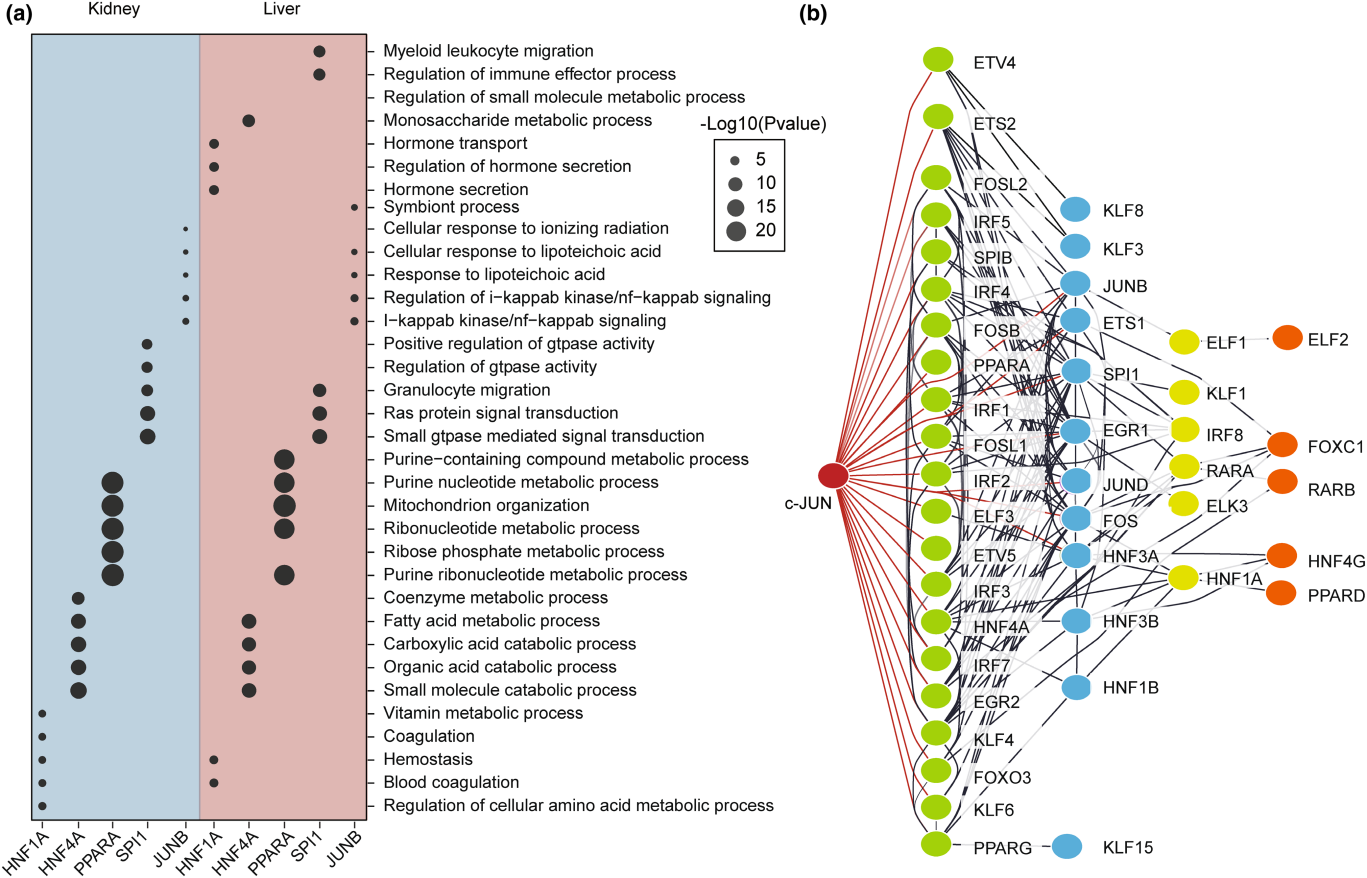
Regulatory network analysis of the identified regulatory TFs. (a) Biological process GO analysis based on TF‐regulated genes. The size of each point represents the significance of the enrichment. (b) Regulatory network analysis based on identified TFs using String. The colors of the TFs represent different layers in the network.

Collectively, the results of the regulatory TF analysis indicated that AP‐1 and ETS family TFs act as potential regulators of aging in the kidney and liver, particularly to the enhanced inflammatory response. In addition, the negative regulators HNFs and PPARs showed decreased activity and expression in the kidney and liver, likely contributing to dysregulated metabolism during aging.

### 3.4 The up‐regulation of AP‐1 and ETS in the aged kidney and liver occurs via different mechanisms

To further explore the regulatory mechanism of these potential TFs in aging, we first examined the in situ expression of AP‐1 and ETS in the kidney and liver from young and aged mice by immunohistochemistry (IHC) staining. The IHC staining results showed a significant increase in the expression of c‐JUN and SPI1 in the aged kidney and liver (Figure 5a–d), which was consistent with the changes observed in gene expression (Figure S9). Unexpectedly, we observed that SPI1^+^ cells possessed smaller nuclei and were mostly located in the intercellular space of renal and hepatic cells, while c‐JUN was mainly expressed within renal and hepatic cells. The different locations of c‐JUN and SPI1 in aged kidney and liver suggest diverse mechanisms for these TFs in the regulation of aging.

**FIGURE 5:**
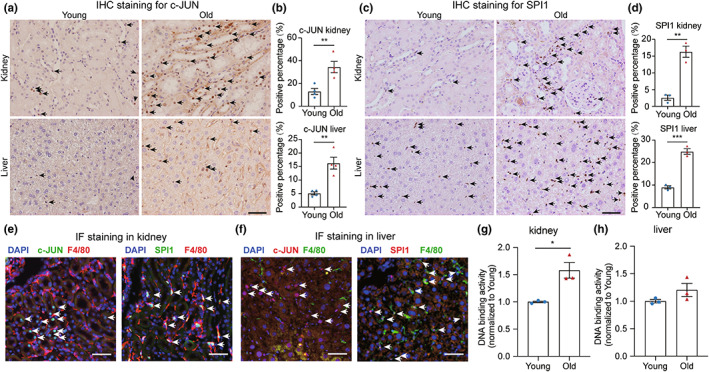
Up‐regulation of AP‐1 and ETS in the aged kidney and liver. (a) IHC staining showing elevated c‐JUN expression in the aged kidney (top) and liver (bottom). c‐JUN^+^ nuclei are labeled with black arrows. Scale bar = 50 μm. (b) Bar plot showing the calculated percentage of c‐JUN^+^ staining in the kidney (top) and liver (bottom), (*n* = 4). (c) IHC staining showing elevated SPI1 expression in the aged kidney (top) and liver (bottom). SPI1^+^ nuclei are labeled with black arrows. Scale bar = 50 μm. (d) Bar plot showing the calculated percentage of SPI1^+^ staining in the kidney (top) and liver (bottom), (*n* = 3). (e) IF staining for nuclei (blue), F4/80 (red), and c‐JUN (green, left panel) or SPI1 (green, right panel) in the aged kidney. c‐JUN^+^ or SPI1^+^ nuclei are labeled with white arrows. Scale bar = 50 μm. (f) IF staining for nuclei (blue), F4/80 (green), and c‐JUN (red, left panel) or SPI1 (red, right panel) in the aged liver. c‐JUN‐ or SPI1‐positive nuclei are labeled with white arrows. Scale bar = 50 μm. (g,h) Normalized DNA‐binding activity of phospho‐c‐Jun in nuclear extracts from the kidneys (g) and livers (h) of young and old mice as measured using a TransAM ELISA kit, (*n* = 3). Data are presented as the means ± SEM. Data were analyzed by unpaired two‐tailed *t*‐test (b,d,g,h). *p < 0.05, **p < 0.01, ***p < 0.001.

Previous research has reported that SPI1 plays central role in macrophage maturation and migration (Zakrzewska et al., 2010; Zhang et al., 1994). Furthermore, it has been suggested that chronic inflammation during aging is partly due to the increased infiltration of macrophages into multiple tissues (Wolfe et al., 2018). To further explore whether the enrichment of these TFs during aging is related to the infiltration of macrophages, we performed dual‐staining for c‐JUN or SPI1 and the macrophage marker F4/80 using immunofluorescence (IF) in the aged kidney and liver. The IF staining revealed that c‐JUN was mainly expressed in the nuclei of renal and hepatic cells, while SPI1 was co‐localized with F4/80^+^ cells (Figure 5e,f). Additionally, we performed fluorescence‐activated cell sorting (FACS) to isolate F4/80^+^ and F4/80^−^ cells from tissues. We identified that SPI1 was highly expressed in F4/80^+^ cells compared to other cells and observed a significant increase in the F4/80^+^ cell population in the kidney and liver of old mice relative to young mice (Figure S10). These results suggest that activation of AP‐1 during aging is cellular autonomous, while the activation of SPI1 in aged kidneys and livers is mainly caused by the elevated infiltration of macrophages. Moreover, we quantified the DNA binding activity of c‐JUN in the kidney and liver using a sensitive, non‐radioactive ELISA‐based assay (Challis et al., 2006). The activity of c‐JUN was markedly higher in aged tissues compared to that in young tissues, which is consistent with our footprinting data (Figure 5g,h).

In addition, it is evident that the number of senescent cells increases with age in multiple tissues, leading to the secretion of inflammatory cytokines that generate low‐grade inflammation (Biran et al., 2017; Guerrero et al., 2021). Therefore, we examined whether the increased regions of c‐JUN or SPI1 are associated with the accumulation of senescent cells in aged kidney and liver. The increased lysosome β‐galactosidase (SA‐β‐gal) activity is a commonly used method for assessing the senescence phenotype, both *in vitro* and *in vivo* (Debacq‐Chainiaux et al., 2009; Dimri et al., 1995). Through co‐staining SA‐β‐gal activity with c‐JUN or SPI1 in the kidney and liver, we found that a few cells co‐expressed active SA‐β‐gal and the TFs. And the extent of co‐localization between active SA‐β‐gal and TFs varied depending on the tissue and cell type examined (Figures S11 and S12). These results suggest that the up‐regulation of c‐JUN and SPI1 is associated with cellular senescence in the kidney and liver during aging.

Since the source of inflammatory factors during aging is multifaceted and arises from various cell types in aged tissues (De Maeyer & Chambers, 2021; Mogilenko et al., 2022), the regulation of inflammaging may involve multiple pathways and cellular processes. Based on our findings, the up‐regulation of AP‐1 and SPI1 in aged kidneys and livers may occur through distinct mechanisms, presenting different targets for interventions of inflammaging.

### 3.5 Knockdown of AP‐1 attenuates the inflammatory response in the aged kidney and liver

To further explore the functional roles of AP‐1 in the aging process, especially in relation to inflammation, we investigated whether knockdown of AP‐1 could alleviate aging phenotypes in aged mice. 

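Kidney and liver RNA of aged female C57BL/6 mice was sequenced after intravenous injection of AAV8, an adeno-associated virus vector that carried either a short hairpin RNA against *Fos* (the shFos group) or a non-targeting hairpin (the NT group). The paper gives an age of 24 months at injection and collection 3 months later, while the sample labels give an age of 24 months. There were 16 libraries, 4 for each tissue and treatment. The authors aligned the reads to the mm10 genome with Hisat2 and counted reads per gene with HTSeq-count without regard to strand, and the count tables hold these raw counts for 24984 genes. Reads counted on genes ranged from 14437742 to 15015012 per library in NT kidneys (median 14745716) and from 14194543 to 15534665 in shFos kidneys (median 14891814). They ranged from 17304620 to 18300277 in NT livers (median 17637917) and from 16652150 to 17651900 in shFos livers (median 17400156). At these depths, a count of 0 allows up to 3 counts, or 0.164 to 0.211 CPM (counts scaled to a common library size) depending on the library, and this limit covers counting error only. Replicates differed by more than counting noise, with a chi-square per degree of freedom from 7.17 to 431 over the 24 pairs of libraries of the same group; liver NT replicate 4 accounts for the values from 334 to 431, and without it the largest was 72.5. Counts were normalized by edgeR's TMM method within each tissue, genes with low counts were removed by edgeR's filterByExpr, and shFos was compared with NT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This left 14892 genes in the kidney and 13144 in the liver. Single values per library were compared by an exact two-sided permutation test over the 70 assignments of 8 libraries to groups of 4, whose smallest p is 0.0286. No sequencing batch is named in the paper's text or the sample labels.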

We chose to knockdown *Fos*, a major member of the AP‐1 family, which was achieved by intravenous delivery of the adeno‐associated virus (AAV) sh*Fos*‐knockdown vector to 24‐month‐old mice (Figure 6a). 

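In the RNA-seq libraries, *Fos* was 5.37 ± 1.02 CPM (SD, n = 4) in NT kidneys and 3.23 ± 0.929 CPM (SD, n = 4) in shFos kidneys, a ratio of 0.602. Every shFos kidney was below every NT kidney (exact permutation test, p = 0.0286). The 2 groups of kidneys also did not overlap, in either direction, for 17.2% of all kidney genes tested. The separation of *Fos* alone therefore does not tell a knockdown apart from a wider difference between the kidney groups. In the kidney fit, the log2 fold change was -0.73 (standard error 0.25), with an adjusted p of 0.0955 from edgeR's quasi-likelihood test. The alternative that moved the kidney value most was to leave out shFos replicate 2, which gave a log2 fold change of -0.87 (adjusted p = 0.168), while DESeq2 gave -0.73 with an adjusted p of 0.0464; over all alternatives the adjusted p ranged from 0.0464 to 0.225. In the liver, *Fos* was 2.51 ± 1.08 CPM (SD, n = 4) in the NT group and 1.82 ± 0.637 CPM (SD, n = 4) in the shFos group, a ratio of 0.723. This difference was smaller than the SD of the NT livers (exact permutation test, p = 0.343), and the log2 fold change was -0.47 (standard error 0.38, adjusted p = 0.778 from edgeR's quasi-likelihood test). The liver value depended on single libraries, with a log2 fold change of -0.23 without NT replicate 3 and -0.75 without shFos replicate 3. The change in the liver differed from that in the kidney by 0.27 on the log2 scale (standard error 0.47), and the interaction of tissue and treatment had an adjusted p of 0.826 in edgeR's quasi-likelihood test. Between 17 and 102 reads per library were counted on *Fos* over all 16 libraries.

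**Figure D2:**
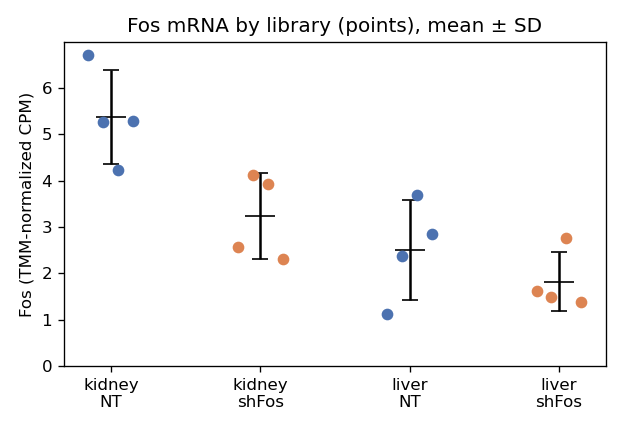
*Fos* by tissue and treatment (vertical axis, TMM-normalized CPM), with 4 libraries per group as points and the mean ± SD as bars. The shFos kidneys lie between 2.30 and 4.12 CPM, below the NT kidneys at 4.23 to 6.71 CPM, and the liver groups overlap.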

The expression of *Fos* was successfully downregulated in the kidney and liver of mice in the sh*Fos* group 3 months post‐intervention as compared with the non‐target (NT) group (Figure 6b,c). In addition, the expression of *Il‐6*, a marker of inflammaging, was also downregulated in the liver of the sh*Fos* group mice (Figure 6c). 

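In the RNA-seq libraries, *Il6* (ENSMUSG00000025746.11, chromosome 5 of mm10, 30013114 to 30019981) had between 0 and 7 reads per library, close to the limit of 3 counts, and was removed by the low-count filter in both tissues. In the liver it was 0.133 ± 0.164 CPM (SD, n = 4) in the NT group and 0.0434 ± 0.056 CPM (SD, n = 4) in the shFos group (exact permutation test, p = 0.457). The liver difference of -0.0897 CPM rested on NT replicate 4, which had 7 reads, and was -0.0114 CPM without it (exact permutation test, p = 0.914). In the kidney, *Il6* was 0.281 ± 0.131 CPM (SD, n = 4) in the NT group and 0.113 ± 0.146 CPM (SD, n = 4) in the shFos group (exact permutation test, p = 0.143). The kidney difference of -0.168 CPM became -0.237 CPM when shFos replicate 4 was left out (exact permutation test, p = 0.0286). A difference in *Il6* was thus not detectable at this depth in either tissue with all libraries included.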

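Panel letters of Figure 6 follow the paper's text here. The figure legend instead gives GSEA as d and e and the heatmaps as f and g. The kidney heatmap (Figure 6d) names 63 genes, of which 55 passed the low-count filter in the kidney. The liver heatmap (Figure 6e) names 35, of which 34 passed in the liver. The figure legend describes these genes as higher in aged than in young mice and lower after *Fos* knockdown, and the knockdown libraries used here are those of the figure, so a fall of these genes here is not independent evidence. In the kidney, 44 of the 55 genes were lower in the shFos group and 11 were higher, with a median log2 fold change of -0.34, and 16 had an unadjusted p under 0.05. Of all kidney genes tested, 31.9% had an unadjusted p under 0.05, so 16 of 55 is no excess. The same background bears on the kidney count adjusted over the list alone. With edgeR and all libraries, 0 of the 55 had an adjusted p under 0.05 over all genes tested, against 12 genes when adjusted over the list alone; DESeq2 called 14 listed genes, the fit without shFos replicate 1 called 10 and the fit of all 16 libraries called 1, all of them lower. In the liver, 33 of 34 genes were lower and 1 was higher, with a median log2 fold change of -0.51, and 10 had an unadjusted p under 0.05, against 6.74% of all liver genes tested. Over all genes tested 0 of the liver genes passed with edgeR, against 1 gene when adjusted over the list alone, and DESeq2 called 1. The mean z-score of the listed genes per library was 0.305 ± 0.588 (SD, n = 4) in NT kidneys and -0.305 ± 0.281 (SD, n = 4) in shFos kidneys (exact permutation test, p = 0.143). It was 0.349 ± 0.786 (SD, n = 4) in NT livers and -0.349 ± 0.304 (SD, n = 4) in shFos livers (exact permutation test, p = 0.2). With a library left out, the kidney median ranged from -0.44 without NT replicate 4 (exact permutation test, p = 0.0286) to -0.23 without NT replicate 2 (p = 0.2), and the liver median from -0.72 without NT replicate 1 (exact permutation test, p = 0.0286) to -0.38 without NT replicate 3 (p = 0.343). With limma's camera test, which assumes a preset correlation of 0.01 between genes, p was 0.000106 in the kidney and 1.35e-07 in the liver, and neither call held under limma's fry test (p = 0.116 and p = 0.14). The smallest p in the kidney list belonged to *Osmr* (ENSMUSG00000022146.12, chromosome 15), which went from 52.6 ± 2.71 to 35.4 ± 2.72 CPM (SD, n = 4 per group), a log2 fold change of -0.57 (standard error 0.08, adjusted p = 0.0661 from edgeR, and from 1.39e-05 with DESeq2 to 0.464 over the alternatives). Next were *Csf2rb*, with a log2 fold change of -1.02 and reads that the counting could have split with its paralog *Csf2rb2*, and *Zc3h12a*, with -0.79, both at the same adjusted p with edgeR and both called by DESeq2 (0.000589 and 0.000672, with up to 0.192 over the alternatives). In the liver list the smallest p belonged to *Ier3* (ENSMUSG00000003541.6, chromosome 17), which went from 6.27 ± 1.98 to 2.04 ± 0.937 CPM (SD, n = 4 per group), a log2 fold change of -1.62 (standard error 0.34, adjusted p = 0.712 from edgeR, and from 0.0144 with DESeq2 to 0.959 over the alternatives). *Il7* was higher in the shFos livers, with a log2 fold change of 1.27, and *Cd36* was lower, with -0.49, each with an adjusted p of 0.714 from edgeR; neither was called under any alternative.

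**Figure D3:**
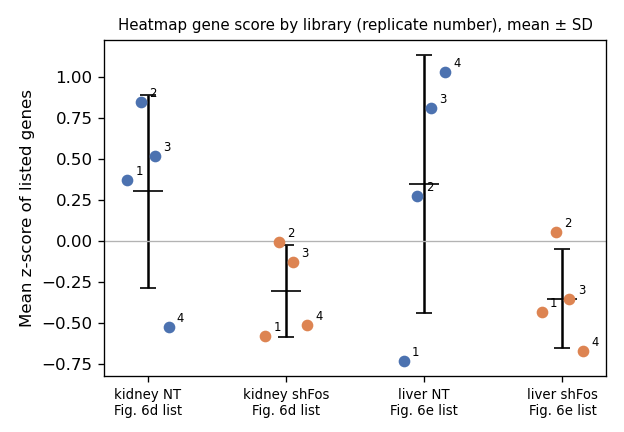
Mean z-score of the heatmap genes (vertical axis, SD units of log2 CPM) for each library, numbered by replicate, with the group mean ± SD as bars. NT replicate 4 in the kidney (-0.52) lies among the shFos kidneys, and NT replicate 1 in the liver (-0.73) lies below all shFos livers.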

Further RNA‐seq data revealed that *Fos* knockdown attenuated the expression of inflammation‐related genes in aged livers and kidneys (Figure 6d,e). Moreover, GSEA analysis demonstrated that knockdown of *Fos* significantly downregulated inflammation‐related pathways, including TNF‐α signaling via NF‐κB, and Il6‐Jak‐Stat3 signaling (Figure 6f,g). 

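GSEA was repeated on DESeq2-normalized counts with the signal-to-noise ranking named in the methods, for 19903 genes in the kidney and 18634 in the liver. The gene lists were compiled from memory after the hallmark sets, since the MSigDB file was not used here, so their members can differ from the published sets. The methods do not name the kind of permutation in the paper's text, and library labels were permuted over all 70 assignments, which makes the test exact. A positive normalized enrichment score (NES) means higher expression in the NT group. For TNF-α signaling via NF-κB (199 genes), the NES was 1.15 in the kidney (exact permutation test, p = 0.286) and 1.26 in the liver (p = 0.257). For *Il6*-Jak-Stat3 signaling, the NES was 1.10 in the kidney with 86 genes (exact permutation test, p = 0.343) and 1.504 in the liver with 85 genes (p = 0.0857). For the inflammatory response, it was 0.764 in the kidney (exact permutation test, p = 0.686) and 1.05 in the liver (p = 0.429). After Benjamini-Hochberg adjustment over these 6 tests, p ranged from 0.514 to 0.686; since the smallest exact p is 0.0286, at least 4 of the 6 would have to reach it for an adjusted p under 0.05. Without NT replicate 4, the inflammatory response in the kidney had an NES of 1.59 (exact permutation test, p = 0.0286). In the liver its NES ranged from 0.582 without NT replicate 3 (exact permutation test, p = 0.943) to 1.53 without NT replicate 1 (p = 0.114). For TNF-α and *Il6*-Jak-Stat3 signaling, the kind of permutation moved the scores more than leaving out any library. When gene sets rather than library labels were permuted (1000 permutations with GSEApy), the NES of *Il6*-Jak-Stat3 signaling was 2.37 in the liver, with a permutation p of 0, and 1.40 in the kidney, with a permutation p of 0.0438 and an FDR of 0.0879. For TNF-α signaling the gene set permutation gave 1.74 in the liver, with a permutation p of 0, and 1.504 in the kidney, with a permutation p of 0.0594 and an FDR of 0.152. Permuting gene sets treats genes as independent and does not use the spread between mice. Camera gave p from 5.45e-07 to 0.0256 for these lists in the liver and 0.0137 and 0.0194 for TNF-α and *Il6*-Jak-Stat3 signaling in the kidney; none of these calls held under fry, where p ranged from 0.101 to 0.806 over all 6 tests.

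**Figure D4:**
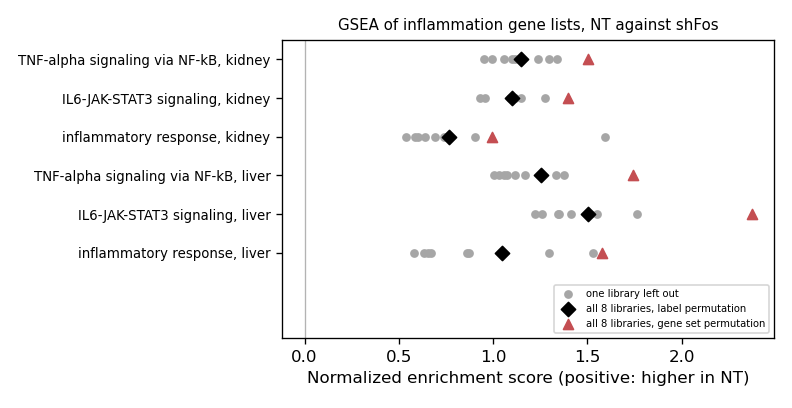
Normalized enrichment score (horizontal axis, positive when higher in NT) of the inflammation gene lists in kidney and liver, with all 8 libraries under label permutation (diamonds), with each library left out in turn (grey points) and under gene set permutation (triangles). All scores are above 0, and gene set permutation gives higher scores than label permutation for each list with all libraries included.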

Taken together, these results suggest that knockdown of AP‐1 attenuates the enhanced inflammatory response in aged mice, highlighting the potential regulatory role of AP‐1 in inflammaging.

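Over all genes, 0 of 14892 kidney genes had an adjusted p under 0.05, with a smallest adjusted p of 0.0661 shared by 944 genes, while 4747 had an unadjusted p under 0.05 (2549 higher and 2198 lower in the shFos group). The NT and shFos libraries did not overlap for 2562 kidney genes, 17.2% of those tested, where chance gives 2.86%. In the liver, 0 of 13144 genes had an adjusted p under 0.05, with a smallest adjusted p of 0.712, and 886 had an unadjusted p under 0.05 (538 without shFos replicate 1). The alternative that moved the kidney count most was to leave out shFos replicate 1, which gave 4126 genes with an adjusted p under 0.05, and DESeq2 gave 2577 genes in the kidney and 28 in the liver. With edgeR and all libraries, none of the genes named next passed the adjusted threshold. The smallest p in the kidney belonged to *Hspa4l* and *Pcdh7*, which were higher in the shFos group with log2 fold changes of 0.89 and 1.31, and to *Per3*, which was lower with -1.72. In the liver, *Car14* and *Mcc* were higher, with log2 fold changes of 1.14 and 0.67, and *Slc14a1* and *Rdh9* were lower, with -1.65 and -0.74. DESeq2 called each of these except *Slc14a1*, and the kidney genes were also called by the fit of all 16 libraries, without a filter on low counts and without shFos replicate 1; over the alternatives the adjusted p ranged from 4.03e-11 to 0.192 for *Hspa4l* and *Pcdh7*, from 8.39e-10 to 0.192 for *Per3*, and up to 0.959 from 0.0034 for *Car14*, 0.0175 for *Mcc*, 0.0144 for *Rdh9* and 0.097 for *Slc14a1*. Of the 16 members of the AP-1 family examined, 15 passed the filter in the kidney and 14 in the liver, with *Fos* among them in both tissues. Of these, 12 were lower in the shFos kidneys and 13 in the shFos livers, although the kidney direction of *Jun* reversed after a GC content correction (log2 fold change 0.13) and that of *Atf3* in the liver reversed without NT replicate 2 (0.06). *Jund* in the kidney reversed after correction for GC content and length, and *Batf2* in the kidney and *Batf* and *Batf2* in the liver reversed when a single library was left out. The smallest p of the family in the kidney belonged to *Junb*, which went from 53.6 ± 1.72 to 36.5 ± 8.29 CPM (SD, n = 4 per group). Its log2 fold change was -0.55 (adjusted p = 0.0661 from edgeR) and ranged from -0.70 to -0.23 over the alternatives. *Fosb* had a log2 fold change of -1.36 (adjusted p = 0.0669 from edgeR). DESeq2 and the fit without shFos replicate 1 called *Junb*, *Fosb* and *Jund* in the kidney, with an adjusted p over the alternatives from 0.0138 to 0.232, from 0.0244 to 0.193 and from 0.0397 to 0.908; that fit also called *Batf3* (0.0257 to 0.399) and *Mafk* (0.0285 to 0.308), and DESeq2 called *Fos* as given above. The mean z-score of the family was lower by 0.717 in shFos kidneys than in NT kidneys (exact permutation test, p = 0.0286) and by 0.607 in the livers (exact permutation test, p = 0.171). The adjusted p was 0.236 and 0.435 over 33 list tests, where an adjusted p under 0.05 would take at least 19 lists at the smallest exact p. GC bias was not tested for this family score. *Spi1* had a log2 fold change of -0.11 in the kidney, which reversed to 0.14 after the GC content correction, and -0.58 in the liver. The adjusted p was 0.851 and 0.752 from edgeR. With a library left out, the liver value of *Spi1* ranged from -0.85 to -0.20. The difference between tissues was tested for 15421 genes, of which 0 had an adjusted p under 0.05 and 2482 an unadjusted p under 0.05; without replicate 1 in both tissues 448 passed, and without replicate 3 or replicate 2 the unadjusted number was 1330 or 1567. The smallest p of this interaction belonged to *Ankib1*, *Nfatc4* and *Adam10*, each with an adjusted p of 0.18 from edgeR. From lower *Fos*, lower inflammation-related genes and lower enrichment of the inflammation pathways, the paper proposes that knockdown of AP-1 attenuates the inflammatory response in aged mice.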

**FIGURE 6:**
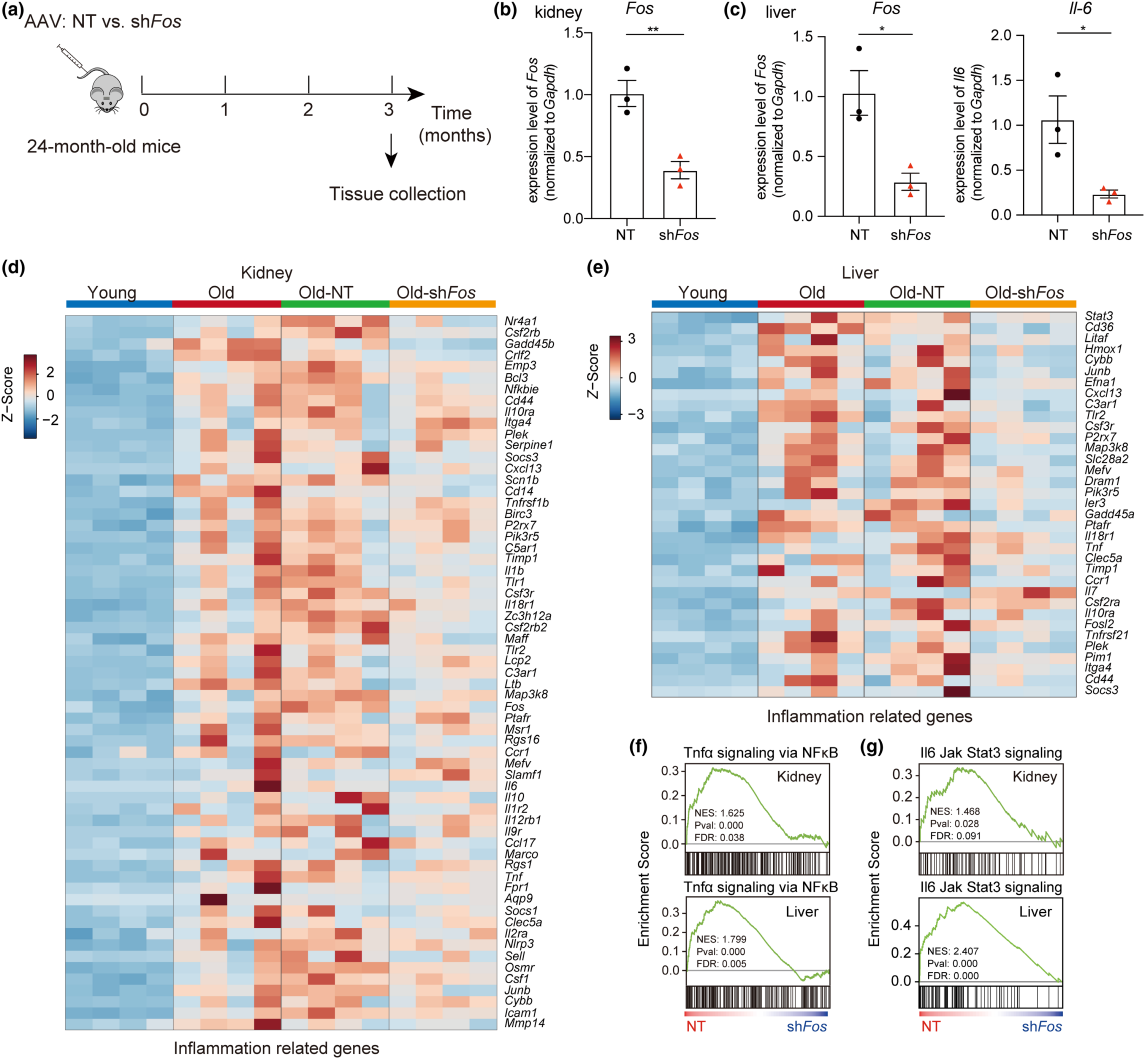
Knockdown of AP‐1 attenuates the inflammatory response in the aged kidney and liver. (a) Experimental design for AAV‐mediated knockdown in aged mice. 24‐month‐old mice were intravenously injected with shFos knockdown or non‐target (NT) AAV‐vectors via the tail vein. (b, c) RT‐qPCR showing the relative gene expression in the kidney (b) and liver (c) of aged mice following Fos knockdown as compared with the control, (*n* = 3). (d, e) GSEA showing the statistically significant gene set: TNF‐α signaling via NF‐κB (d) and Il6‐Jak‐Stat3 signaling (e) were downregulated in the liver (top) and kidney (bottom) of aged mice following Fos knockdown as compared with the control, (*n* = 4). (f, g) Heatmap showing expression changes of inflammation‐related genes in the liver (f) and kidney (g) upregulated in aged mice as compared with young mice, and downregulated in aged mice following Fos knockdown as compared with the control, (*n* = 4). Data are presented as means ± SEM. Data were analyzed by unpaired two‐tailed t‐test (b, c). *p < 0.05, **p < 0.01.

## 4 DISCUSSION

Here, we performed transcriptome and epigenome analyses to elucidate the common regulatory mechanism underlying aging in the kidney and liver. Our data reveal a strong correlation between transcriptome changes and chromatin dynamics, demonstrating that enhanced inflammation and dysregulated metabolism are common signatures of aging in the kidney and liver at both the transcriptional and epigenetic levels. More importantly, we identified the AP‐1, ETS, HNFs, and PPARs families as potential regulatory TFs of aging in the kidney and liver. Moreover, the genetic manipulation of AP‐1 attenuated the inflammatory response in both tissues of aged mice, suggesting that AP‐1 is an upstream regulator of inflammaging.

Dynamic epigenetic networks are a crucial component of aging, which has been reinforced by the emergence of epigenetic clocks based on DNA methylation and chromatin accessibility (Field et al., 2018; Horvath, 2013; Rechsteiner et al., 2022). However, the chromatin dynamics during aging in mouse tissues remain to be explored. Our study reveals increased promoter accessibility in the kidney and liver (Figure 2a). Based on the “loss of heterochromatin” theory of aging, an increase in chromatin accessibility indicates that these regions become derepressed, leading to aberrant gene expression patterns (Tsurumi & Li, 2012). Global chromatin accessibility profiling has demonstrated that aged satellite cells exhibit a more open chromatin state, causing chronic activation from a quiescent state and dysfunction in regeneration (Dong et al., 2022). In the present study, we observed a dramatic increase in promoter accessibility of inflammation‐related genes in the kidney and liver, as well as a decrease in promoter accessibility of metabolism‐related genes (Figure 2c,f,g). Moreover, the chromatin dynamics showed a strong correlation with gene expression changes, indicating that epigenetic remodeling may be the underlying cause of aging signatures.

Previous studies have highlighted tissue‐specific signatures when comparing cross‐tissue transcriptomes (Schaum et al., 2020; Srivastava et al., 2020). Although tissues age differently, it is of interest to identify aging‐related signatures shared across tissues. Here, we demonstrate that enhanced inflammation and dysregulated metabolism are common transcriptional signatures between the kidney and liver during aging (Figure 1d,e,h,i), and for the first time reveal common epigenetic signatures underlying these transcriptional changes in two tissues. Given the systematic nature of inflammaging, it is reasonable that the upregulation of inflammatory factors during aging can affect multiple tissues, including the kidney and liver. From a clinical perspective, it is noteworthy that the levels of inflammatory cytokines have been quantitated for diagnosis of aging‐related diseases (Liu et al., 2021; O'Brown et al., 2015). Moreover, aging induces the dysregulation of glucose and lipid metabolism, leading to a reduction in the ability to maintain functional homeostasis in multiple tissues (Catic, 2018). Metabolomic analysis of mouse tissues has shown that aging‐associated metabolic footprints can be used as universal biomarkers of aging (Zhang, Kerbl‐Knapp, et al., 2021). Our study demonstrates common signatures in the kidney and liver at the molecular level during aging, suggesting their use as robust tissue‐independent hallmarks of aging.

More importantly, we identified AP‐1, ETS, HNFs, and PPARs as commonly enriched TFs based on aging‐associated genes and peaks (Figures 1f,g, 3e, and 4a), among which AP‐1 and ETS family TFs act as positive regulators of inflammation during aging, and HNFs and PPARs family TFs act as negative regulators, likely contributing to dysregulated metabolism. Specifically, AP‐1 and ETS family TFs have been reported to be involved in immunity and inflammation (Pimenova et al., 2021; Qiao et al., 2016; Schonthaler et al., 2011). AP‐1 controls diverse cellular process, including proliferation, apoptosis, differentiation, and transformation (Ye et al., 2014). In addition, it is reported to regulate the senescence program in oncogene‐induced senescent cells (Martinez‐Zamudio et al., 2020). ETS TFs are conserved in animals and generally function as transcriptional activators (Sharrocks, 2001). ETS1 has recently been linked to longevity via its ribosome‐inactivating function (Xiao et al., 2022). In addition, knockdown of the ETS1 homolog and activation of its transcriptional repressor can extend lifespan in Drosophila (Alic et al., 2014; Dobson et al., 2019). Moreover, PPARs and HNFs have been shown to play important roles in the regulation of metabolic homeostasis in the kidney and liver (Piedrafita et al., 2021; Wang, 2010). PPARs are critical regulatory TFs of glucose and lipid metabolism (Ahmadian et al., 2013). It has been demonstrated that activation of PPARγ improves insulin sensitivity and extends longevity in mice (Xu et al., 2020). HNFs act as key regulators of lipid metabolic homeostasis (Liu et al., 2022), although their possible implication in aging has not been extensively studied. A multi‐tissue aging‐related gene expression signature in rat also shows enrichment of the HNFs motif in the aging kidney (Shavlakadze et al., 2019). Taken together, these data indicate that the above‐mentioned TFs may serve as the candidate aging regulators of aging, and further studies will deepen our understanding of aging mechanisms.

Further, we found that AP‐1 and ETS family TFs may have distinct regulatory mechanisms in inflammaging, since enrichment of SPI1 in the kidney and liver was mainly caused by the infiltration of immune cells (Figure 5e,f). We surmise that the activation of SPI1 in the aged kidney and liver is associated with immunosenescence, during which macrophages are the predominant immune cell type and release inflammatory cytokines (De Maeyer & Chambers, 2021). Notably, AP‐1 was autonomously upregulated in renal and hepatic cells during aging and identified as the pioneer factor at the top of the TF network hierarchy (Figures 3h,i, and 4b). The AP‐1 family is composed of Jun, Fos, ATF, and MAF family proteins, which function as dimers (Karin et al., 1997). Other groups have demonstrated that the AP‐1 family proteins, such as c‐Jun and ATF3, play functional roles in different models of cellular senescence (Martinez‐Zamudio et al., 2020; Wang, Liu, Song, et al., 2022; Zhang, Zhang, et al., 2021). Our study validated AP‐1 function *in vivo* as a manipulator of the enhanced inflammatory response in the kidney and liver of aged mice (Figure 6). Knockdown of c‐fos, the major member of the AP‐1 family, had positive effects on aging, while knockdown of c‐Jun caused increased mortality and tumorigenesis (data not shown). Although c‐Jun and c‐fos can form heterodimers (Ciapponi & Bohmann, 2002), these proteins may play independent roles in aging. Considering these data together, we propose that AP‐1 is a potential regulator of inflammaging; however, detailed mechanisms, such as specific chromatin marks and interaction networks affected by AP‐1, should be studied further.

In summary, our results reveal the common signatures of aging in the kidney and liver at the transcriptome and epigenome levels, as well as the common regulatory TFs underlying these aging signatures. In addition, we identified AP‐1 as a potential regulatory TF of chronic inflammation during aging, which may provide a novel target for the treatment of aging‐related chronic diseases.

## AUTHOR CONTRIBUTIONS

X.Y. and Y.W. designed the experiments, performed the bioinformatics analysis, and wrote the manuscript. Y.W. prepared ATAC‐seq library. X.Y. performed immunostaining and tissue section analyses. X.Y. and Y.S. performed animal experiments. X.G. participated in the tissue collection. H.D. supervised the project.

## FUNDING INFORMATION

This work is supported by the National Natural Science Foundation of China (32288102).

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## CODE AVAILABILITY

All the custom codes written in Python or R are available from the corresponding authors upon reasonable request.

## Supporting information

Figures S1‐S12
Click here for additional data file.

Table S1
Click here for additional data file.

## Data Availability

All the high‐throughput sequencing data generated in this study have been deposited in the GEO database under the accession number GSE181797 and GSE221801. All other data supporting our findings in this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: AP‐1 is a regulatory transcription factor of inflammaging in the murine kidney and liver
**Source:** Aging Cell. 2023 May 8;22(7):e13858. doi: 10.1111/acel.13858
**Supplement:** Supplementary file 2 — Table S1

**Supplementary Table 1**

| Gene           | Forward Primer (5' to 3')  | Reverse Primer (5' to 3') |
|----------------|----------------------------|---------------------------|
| <i>Spi1</i>    | ATTCGCCTGTACCAGTTCCTGC     | TGGACGAGAACTGGAAGGTACC    |
| <i>Spib</i>    | CAAGCGCATGACGTATCAGAA      | GCTGTCAAAGTGGTAGGTGAG     |
| <i>Junb</i>    | CTGAAACCCACCTTGCGC         | CCGAAAAGTAGCTGCCTGCC      |
| <i>Il7r</i>    | GCGGACGATCACTCCTTCTG       | AGCCCCACATATTTGAAATTCCA   |
| <i>Jchain</i>  | GAACTTTGTATACCATTTGTCAGACG | CTGGGTGGCAGTAACAACCT      |
| <i>H2-ob</i>   | AGGCGGACTGTTACTTCACC       | ATCCAGGCGTTTGTTCCTG       |
| <i>Cd37</i>    | GTCCTTTGTGGGTTTGTCTT       | GAGACAGCGCAGCTCCTTTAG     |
| <i>Tlr2</i>    | TCTGGGCAGTCTTGAACATTT      | AGAGTCAGGTGATGGATGTCG     |
| <i>Cxcr4</i>   | AGGAAACTGCTGGCTGAAAAGG     | GGAATTGAAACACCACCATCCA    |
| <i>Ccl5</i>    | TGCCACGTCAAGGAGTATTTT      | AACCCACTTCTTCTCTGGGTTG    |
| <i>Cdkn2a</i>  | GCCCAACGCCCCGAACTCTTTC     | GCGACGTTCCAGCGGTACACA     |
| <i>Batf</i>    | CCAGAAGAGCCGACAGAGAC       | GAGCTGCGTTCTGTTTCTCC      |
| <i>Ces1d</i>   | GGAGAGTCAGCAGGAGGTTTC      | GAGGGACACCACTCTCAG        |
| <i>Abcd3</i>   | GGCCTGCACGGTAAGAAAAGT      | CCGCAATAAGTAACAAGTAGCCT   |
| <i>Acsm2</i>   | ACTAATACCCATACAGTGGGGC     | CTGAAGATCTCTTGCCAGCCTTC   |
| <i>Ehhadh</i>  | TGGCTCTAACCGTATGGTCC       | CTATGATCCGCCTCTGCAA       |
| <i>Me1</i>     | AGTATCCATGACAAAGGGCAC      | ATCCCATTACAGCCAAGGTC      |
| <i>Acot12</i>  | CCACCACCTTGGAGAAGATAAA     | GTGAGGTCAGACAAGAGATGATAAG |
| <i>Ugt2b38</i> | TGCGCCACAAAAGGGCTAA        | ACACAAGAGAGTAGGAAGCCG     |
| <i>Fmo2</i>    | ACTCAGAGCAACGGAAAGGA       | CCTGGGAATGACTTGAGTGG      |
| <i>Nr1h4</i>   | GCAGGGAGAAAACGGAAC         | TCTGTACATGACTGGTTGCC      |
| <i>Acsm5</i>   | CAGGTTCCCAATAACCACCT       | CCGTCAAACAGTGCCTCAG       |
| <i>Crot</i>    | GAACGGACATTTCACTACCAGG     | CTTCATTTGCGAATGGTTTCACT   |
| <i>Coq10b</i>  | GAGGACTATCAGCATTTTCGTTCC   | AGTGCGGTTTTACCAAGGTTAC    |
| <i>c-Jun</i>   | GCCTACGGCTACAGTAACCC       | GAGAAGGTCCGAGTTCTTGG      |
| <i>c-fos</i>   | GGGGACAGCCTTTCCTA          | CTGTCACCGTGGGGATAAAG      |
| <i>Jund</i>    | GAAACGCCCTTCTATGGCGA       | CAGCGCGTCTTTCTTCAGC       |
| <i>Il-6</i>    | GTTCTCTGGGAAATCGTGGA       | GGTACTCCAGAAGACCAGAGGA    |
| <i>Gapdh</i>   | CTTTGTCAAGCTCATTTCTG       | TCTTGCTCAGTGTCTTGC        |

How the deposited data were processed for this re-analysis (not part of the article)

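RNA-seq libraries from kidney and liver of aged mice injected with AAV8 shFos or NT vector were analysed, 16 in all and 4 for each tissue and treatment. Other experiments of the paper (young against old mice, chromatin accessibility, staining and RT-qPCR) were not analysed here. The authors trimmed the reads, aligned them to mm10 with Hisat2 and counted them per gene with HTSeq-count without regard to strand. The tables hold raw counts for 24984 genes, named by symbol, followed by 5 summary lines that were not used as genes. Of the symbols, 98.2% were found in GENCODE M21, which supplied identifiers, positions, GC content and transcript lengths. The authors' annotation came from another source and can differ from it. Reads that fell on no gene made up 13.4% to 26.7% of the reads and ambiguous reads 1.84% to 2.64%. Because counting ignored strand and discarded ambiguous reads, values of paralogs and of overlapping or antisense genes are uncertain.

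Depth was 14194543 to 15534665 counted reads per kidney library and 16652150 to 18300277 per liver library. A count of 0 allows up to 3 counts, which is 0.164 to 0.211 CPM. PCR reads without molecular identifiers are not independent molecules, so this limit covers counting error only. No pair of libraries of the same group was similar enough to be a library listed again under another label (smallest chi-square per degree of freedom 7.17).

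Each tissue was fitted alone in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM normalization, robust dispersion and the quasi-likelihood test at its default settings, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. The difference between tissues was tested in one fit of all 16 libraries. CPM are TMM-normalized, and log2 CPM for list scores used a prior count of 2. A list score is the mean z-score of the list's genes in a library. Scores and single genes were compared by exact two-sided permutation over 70 assignments. GSEA used DESeq2 1.42.0 size factors, the signal-to-noise ranking, weight 1 and set sizes from 5 to 5000. The NES is the score divided by the mean of same-signed scores over the 70 assignments. Gene set permutation used GSEApy 1.3.1 under Python 3.11.15 with 1000 permutations and a fixed seed. Camera (preset correlation 0.01) and fry came from limma 3.58.1. Exact permutations of the kidney and liver labels together numbered 4900.

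The gene lists, the tests and the genes to be named were fixed before the data were examined, except where a later choice is stated. The hallmark lists and the lists of cell type markers and cell states were compiled from memory, and the heatmap lists were read from Figure 6d,e. Genes named are *Fos*, *Il6*, the AP-1 family, *Spi1*, *Spib*, *Adgre1*, the 3 genes of each heatmap list with the smallest p, the 2 genes with the smallest p in each direction in each tissue, and the 3 with the smallest p of the interaction. One gene that this rule would include is not reported here. Clock genes and acute-phase genes are named outside this rule, after their values were seen. Alternatives set at that time were DESeq2, upper-quartile normalization, no filter on low counts, a mean of at least 10 counts, a fit of all 16 libraries, a fold change above 2 or below 0.5, the replicate number as a block, and each library left out in turn. For GSEA they were TMM values, filtered genes, log2 values, lists without the heatmap genes, gene set permutation, camera and fry. Added after data were seen were corrections for GC content and transcript length (a lowess trend with span 0.3 per library, as an offset), edgeR's newer quasi-likelihood dispersion, a minimum SD in the ranking of 0.2 of the mean, and GSEApy's own ranking. The block alternative of the heatmap lists was tested with fry in place of camera.

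The pipeline was tested on simulated data with the kidney depth and dispersion, where genes changed by a known factor, a GC trend and a lowered gene set were planted. Of 200 genes changed 2-fold among 14892, edgeR recovered 123 (61.5%) and called 6 others, and DESeq2 recovered 155 and called 31 others. With no change planted, 4.45% of genes had an unadjusted p under 0.05 and edgeR called 0. With the GC trend alone, 37.2% had an unadjusted p under 0.05 and 2028 were called, and after the GC correction 4.43% and 0. The planted trend followed the same GC values that the correction uses, so this does not cover trends of another form. The exact GSEA gave its smallest possible p for the lowered set, in which all 60 genes were lowered. Simulated genes varied independently between libraries, whereas genes of a real list can move together. This result therefore does not show the power of the test for the real lists.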

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

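All tests of technical or biological explanations here were chosen after the result was seen, except that the outcome of the GC tests was not yet known when they were set; the GC correction itself was added after a GC trend had been seen in the kidney counts.

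In 98 groups of 4 libraries with a score or value per library, 5 held a library far from the other 3, where chance gives 4.9, so their number is what chance produces, which does not clear any one of them. Kidney NT replicate 4 had a neutrophil score of 2.31 against -0.62 to -0.45 in the other NT kidneys, but only 2 of the 9 listed genes passed the count filter. The same library had a score of -0.772 for the primer targets of Table S1 (28 without the reference gene, of which 26 passed the count filter in the kidney and 25 in the liver), against 0.0437 to 0.0771, and its counts differed from those of the other NT kidneys by a chi-square per degree of freedom of 63.6 to 67.7, against 7.17 to 13 among those. Liver shFos replicate 4 had -0.298 for those genes, against 0.228 to 0.309. Kidney NT replicate 1 had 0.279 for loop and distal tubule markers, against -0.0387 to -0.00412, and kidney shFos replicate 1 had -0.465 for B and plasma cell markers, against -0.033 to 0.0478. No biological explanation was tested for these.

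Kidney NT replicate 4 and liver NT replicate 4 both stand apart in genes of the acute-phase response, which were chosen after their values were seen. In liver NT replicate 4, *Saa1* was 7866 CPM against 24.7 to 394 CPM in the other 7 livers, *Lcn2* was 6151 CPM against 93.1 to 742 CPM, and *Hp* was 18030 CPM against 2313 to 5458 CPM. Reads of *Saa1* and *Saa2* could be split between these paralogs. Kidney tissue mixed into that liver library could not supply these levels. Undiluted kidney tissue at its highest level over the 8 kidneys would supply at most 11% of the level of any of 6 acute-phase genes there (*Saa3*, with 1.82% for *Lcn2* and 0.0122% for *Saa1*, in CPM normalized over all 16 libraries). Because these genes were chosen for their values in that library, this does not test whether it holds any kidney tissue. In the kidney library of the same number, 4 of the 6 acute-phase genes (*Saa3*, *Lcn2*, *Hp* and *Fga*) were the highest of the 8 kidneys, and *Saa1* and *Saa2* were not. Illness of that animal may explain both libraries and cannot be told apart from other sources, because the labels do not state whether equal numbers mark the same mouse.

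Several gene lists that the paper does not discuss differed between NT and shFos, with adjusted exact permutation p of 0.236 to 0.269 over 33 list tests for those named here. The design largely fixes these adjusted values: the smallest exact p is 0.0286, so at least 19 of the 33 would have to reach it for any adjusted p under 0.05 and the adjustment decides little here. Immediate early genes were lower in shFos kidneys, with 17 of 19 lower, a score difference of -0.899 and the smallest exact permutation p, 0.0286. After correction for GC content the difference was -0.499 (exact permutation p = 0.2), so GC bias could account for part of it and cannot be told apart from an effect of the knockdown. Endothelial markers were higher in shFos kidneys by 1.05 (7 of 8 genes higher, exact permutation p = 0.0571), and the difference was 1.12 after the GC correction (exact permutation p = 0.0286), which argues against GC bias as its whole cause. Kupffer cell markers were lower by a score of -1.19 in shFos kidneys, from 3 tested genes only, and -1.21 after the correction. Kupffer cells are macrophages of the liver, so this score does not measure them in the kidney. The same list differed by -0.399 in shFos livers (exact permutation p = 0.629). Macrophage markers differed by -0.181 in shFos kidneys (exact permutation p = 0.8). Stromal markers were higher in shFos livers by 1.09 (7 of 8 genes higher, exact permutation p = 0.0286) and by 1.04 after the correction. For the endothelial, Kupffer and stromal lists a change in cell composition or in expression stays open and was not tested. Their chance occurrence among 33 tests stays open as well.

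Of the 14 clock genes, 11 had an unadjusted p under 0.05 in the kidney, against 31.9% of all kidney genes tested. For 7 of the 14 the NT and shFos libraries did not overlap, against 17.2% of all kidney genes tested, where chance gives 2.86%. Of the clock genes, 0 passed the adjusted threshold over all genes and 11 when adjusted over the list alone. *Arntl* and *Npas2* were higher in shFos kidneys, with log2 fold changes of 1.06 and 1.07, and *Dbp* and *Per3* were lower, with -2.49 and -1.72. After the GC correction 10 of the 14 still had an unadjusted p under 0.05, which argues against GC bias as the whole cause. Collection of the groups at another time of day may explain such a shift: 13 of 14 genes changed in the same direction in the liver, with a Spearman correlation across genes of 0.798, but the exact one-sided permutation p over the 70 assignments of the liver libraries was 0.129. Time of collection therefore cannot be told apart from an effect of the knockdown, since the paper's text gives no collection time for these mice and clock genes move together within each animal.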

How the results depend on the processing

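The alternatives named as added after data were seen are the GC content correction, the GC content and length correction, edgeR's newer dispersion, the minimum SD and GSEApy's own ranking. Where no cause is given for a change below, the cause was not tested.

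In the kidney, 0 genes passed the adjusted threshold (4747 with an unadjusted p under 0.05) in the main analysis. DESeq2 called 2577 genes (1483 higher and 1094 lower), of which 379 changed more than 2-fold, and the fit of all 16 libraries called 994, of which 981 were also called by DESeq2. Without a filter on low counts 3 genes passed (*Hspa4l*, *Pcdh7* and *Per3*). Across the 8 fits that each left out a library the count ranged from 0 to 4126. The highest came without shFos replicate 1, with 2398 genes shared with DESeq2. Of its calls 1871 were higher and 2255 lower, the opposite balance to DESeq2. Without NT replicate 4, 3 passed (*Arhgap45*, *Gimap3* and *Hspa4l*, of which the first pair is named after the values were seen). Upper-quartile normalization, a mean of at least 10 counts, the fold change criterion, both GC corrections and the newer dispersion gave 0. The GC content correction left 4255 and the GC content and length correction 4123 genes with an unadjusted p under 0.05.

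In the liver, 0 genes passed with edgeR and all libraries (886 with an unadjusted p under 0.05), and DESeq2 called 28; each other alternative also gave 0. The number with an unadjusted p under 0.05 was 538 without shFos replicate 1 and 1224 without NT replicate 1, the lowest and highest with a library left out, 1594 in the fit of all 16 libraries and 153 with the fold change criterion, which keeps fewer genes. For the interaction DESeq2 called 344 genes, and the count ranged from 0 to 448 across the 4 fits that each left out a replicate number, with 448 without replicate 1; the other 3 fits gave 0, with 1330 (without replicate 3) to 2025 genes with an unadjusted p under 0.05, and the other alternatives gave 0, with 2188 to 2802.

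*Fos* fell in each fit. DESeq2 put it past the threshold in the kidney, with a log2 fold change of -0.73 and an adjusted p of 0.0464, within a range of 0.0464 to 0.225 over all alternatives. The *Il6* difference in the kidney ranged from -0.237 to -0.106 CPM with a library left out, and the value without shFos replicate 4 had an exact permutation p of 0.0286. The median log2 fold change of the Figure 6d genes in the kidney ranged from -0.44 to -0.23 and that of the Figure 6e genes in the liver from -0.72 to -0.38 with a library left out. The exact permutation p reached 0.0286 without NT replicate 4 and without NT replicate 1, respectively.

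No alternative changed the sign of an enrichment. The NES of the inflammatory response in the kidney ranged from 0.538 to 1.59 with a library left out, the highest without NT replicate 4. In the liver it ranged from 0.582 without NT replicate 3 to 1.53 without NT replicate 1. Permuting gene sets with GSEApy raised the NES of *Il6*-Jak-Stat3 signaling to 1.40 in the kidney and 2.37 in the liver, of TNF-α signaling to 1.74 in the liver and of the inflammatory response to 1.58 in the liver. With GSEApy's own ranking the values were 1.37 and 2.39 for *Il6*-Jak-Stat3, 1.499 and 1.87 for TNF-α in kidney and liver, and 1.79 for the inflammatory response in the liver. The gains from gene set permutation alone follow from the construction, which compares genes rather than mice. GSEApy's own ranking also moved the enrichment score before normalization. In the liver it rose from 0.344 to 0.386 for TNF-α signaling and from 0.3165 to 0.366 for the inflammatory response. It fell only for TNF-α signaling in the kidney, from 0.318 to 0.313. Camera gave p of 0.0137 and 0.0194 for TNF-α and *Il6*-Jak-Stat3 signaling in the kidney, and 0.00944, 5.45e-07 and 0.0256 for TNF-α, *Il6*-Jak-Stat3 and the inflammatory response in the liver. For the other lists, camera called 11 of 33 list tests and the exact test 0 (4 with an unadjusted exact permutation p under 0.05), where the design allows a call only if at least 19 lists reach the smallest p. None of the 11 held under fry after adjustment, and 4 of them had an unadjusted fry p under 0.05 (immediate early, AP-1 and endothelial genes in the kidney, stromal genes in the liver).

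The sample labels number replicates alike in the NT and shFos groups. Libraries with the same number were not more alike, with correlations across genes of their deviations from -0.203 to 0.11, so the numbers were not treated as pairs. With the replicate block, 0 kidney genes passed (3789 with an unadjusted p under 0.05), the log2 fold change of *Fos* was -0.75 in the kidney, and the medians of the Figure 6 genes were -0.28 in the kidney and -0.45 in the liver. Camera with the replicate block gave p of 0.0124 and 0.0143 for TNF-α and *Il6*-Jak-Stat3 in the kidney, and 0.00762, 7.85e-07 and 0.0338 for TNF-α, *Il6*-Jak-Stat3 and the inflammatory response in the liver.

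Among single genes, Jun in kidney reversed to 0.0104 without a filter and to 0.13 under either GC correction, and ranged from -0.0802 to 0.0695 with a library left out. *Jund* reversed to 0.0289 under the GC content and length correction, and *Spi1* in the kidney to 0.14 and 0.18 under the GC content correction and the GC content and length correction. *Spib* in the liver reversed to 0.25 with the replicate block. With a library left out, the log2 fold change ranged from -0.86 to 0.0868 for *Batf2* and from -0.37 to 0.15 for *Spi1* in the kidney, and in the liver from -0.20 to 0.0839 for *Atf3*, -0.57 to 0.22 for *Batf*, -0.59 to 0.0336 for *Batf2*, -0.51 to 1.18 for *Spib* and -0.64 to 0.0481 for *Adgre1*. Over 44 single-gene results, 20 comparisons under other settings and 12 with a library left out became stronger.

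Depth limits *Il6*, with 0 to 7 reads per library.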

Differences from the paper's values

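The values given as the paper's are read by eye from Figure 6. For *Fos* relative to the NT group, the paper's RT-qPCR value in the kidney is about 0.38 in Fig. 6b, read by eye, and the ratio of RNA-seq CPM was 0.602. Of the alternatives set before the data were examined, leaving out shFos replicate 2 (0.548) brought the values within the error of 0.173. Leaving out NT replicate 3 (0.564) or shFos replicate 3 (0.561) left them further apart than the error but within 1.5 times of each other, and the others did neither. In the liver the paper's value is about 0.28 in Fig. 6c, read by eye, and the RNA-seq ratio was 0.723; none of the alternatives set before the data were examined closed the gap. RT-qPCR and RNA-seq are different assays, and the paper gives 3 replicates for the first. They also measure different parts of *Fos*. The reverse primer for c-fos in Table S1 covers the end of the hairpin's target and the bases downstream of it. RT-qPCR therefore measures RNA across the target, while the RNA-seq counts hold reads from the whole gene. Whether this accounts for the gap was not tested.

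For TNF-α signaling via NF-κB, the paper's NES is about 1.6 in the kidney and about 1.8 in the liver (Fig. 6f, read by eye), against 1.15 and 1.26 here. For *Il6*-Jak-Stat3 signaling, the paper's NES is about 1.5 in the kidney and about 2.4 in the liver (Fig. 6g, read by eye), against 1.10 and 1.504 here. The SD of the leave-one-out scores was taken as the error. Of the alternatives set before the data were examined, gene set permutation with GSEApy brought all 4 values within the paper's (1.504 and 1.74 for TNF-α, 1.40 and 2.37 for *Il6*-Jak-Stat3 signaling), and the others did not close any of these gaps. Camera gives no NES. GSEApy's own ranking with gene set permutation, chosen after seeing the values, gave 1.499 and 1.87 for TNF-α and 1.37 and 2.39 for *Il6*-Jak-Stat3 signaling.

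The paper calls *Fos* lower in both tissues. Here the kidney was past the threshold by the exact permutation test of CPM (p = 0.0286) and with DESeq2 (adjusted p = 0.0464, within 0.0464 to 0.225 over the alternatives), but not with edgeR (adjusted p = 0.0955), and the liver was not called under any alternative. The kidney groups did not overlap for 17.2% of all kidney genes tested, so the exact test does not single out *Fos*. The paper calls *Il6* lower in the liver, and here the difference was -0.0897 CPM (exact permutation test, p = 0.457). The paper calls the TNF-α and *Il6*-Jak-Stat3 pathways lower in both tissues, and with library labels permuted the exact p was 0.0857 to 0.343. Gene set permutation and camera called both pathways in the liver; in the kidney, camera called both and gene set permutation called *Il6*-Jak-Stat3 signaling by its unadjusted permutation p (0.0438) but not by its FDR (0.0879). GSEApy's own ranking, chosen after seeing the values, called both pathways in both tissues by FDR (0.0152 and 0.038 in the kidney).

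The paper presents the genes of Figure 6d,e as lower after knockdown. Here 11 of 55 were higher in the kidney and 1 of 34 in the liver, where *Il7* had a log2 fold change of 1.27. One by one, DESeq2 called 14 genes of the kidney list and 1 of the liver list, the fit without shFos replicate 1 called 10 and the fit of all 16 libraries 1 in the kidney, all of them lower, and the other settings called 0 of either list. As a set, the kidney list was past the threshold of the exact permutation test without NT replicate 4 (p = 0.0286) and the liver list without NT replicate 1 (p = 0.0286), and camera called both.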

Other observations

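The tests of the replicate numbers between tissues, of macrophage markers, of shFos replicate 1 and of NT replicate 4 were chosen after the result was seen, and the GC correction was added after a GC trend had been seen in the kidney counts.

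The number of kidney genes with an unadjusted p under 0.05 (4747) was the largest among the 35 splits of the 8 kidney libraries into groups of 4, so 1 of 35 splits, the real one, gave as many. The next largest split, with 4085 genes, exchanged NT replicate 1 and shFos replicate 1. In the liver, 6 of 35 splits, the real one included, gave at least the real number of genes (886, or 538 without shFos replicate 1). For the interaction, 8 of 100 splits did so (2482 genes, or 1330 without replicate 3 and 1567 without replicate 2), where the 100 are the real one and others drawn at random. The kidney count is thus larger than that of any other split of those libraries, while the counts of the liver and of the interaction are not.

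Kidney libraries differed in how expression followed GC content. The Spearman correlation across genes of each gene's deviation from its mean with transcript GC content was 0.163 to 0.39 in the NT kidneys, 0.166 in shFos replicate 1 and -0.396 to -0.168 in the other shFos kidneys (exact permutation test, p = 0.0571), and that with transcript length separated the groups (exact permutation test, p = 0.0286). In the liver no such difference was seen (exact permutation test, p = 0.886 and p = 0.743). A GC trend may be technical. After correction, 4255 kidney genes still had an unadjusted p under 0.05, so the GC trend as modelled was not the whole cause of the kidney excess. The median of the Figure 6e genes in the liver was -0.53 after the correction and -0.51 before (exact permutation test, p = 0.2 for each), and no liver library had a GC correlation outside -0.0613 to 0.0568, which argues against GC bias as the cause of that fall. The median of the Figure 6d genes in the kidney was -0.28 after the correction (exact permutation test, p = 0.171); because this fall was not past the threshold before or after it, GC bias cannot be told apart from an effect of the knockdown for the kidney list. In the kidney, the GC trend follows the groups closely enough that a technical difference between them, which neither the labels nor the paper's text describes, stays open.

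The fall of the Figure 6e genes in the liver was -0.46 without NT replicate 4, the library with the highest list score (exact permutation test, p = 0.257). That library may contribute to the fall, and the test does not separate the remaining fall from 0.

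Kidney shFos replicate 1 resembled the NT kidneys in its GC trend, and leaving it out raised the number of genes passing the adjusted threshold from 0 to 4126. Its *Fos* was 2.57 CPM, among the shFos kidneys and below the 4.23 to 6.71 CPM of the NT kidneys. Its correlation with transcript length was 0.0643, above the -0.238 to -0.125 of the NT kidneys and below the 0.136 to 0.205 of the other shFos kidneys. A mislabelled sample is a possible explanation that these values of a single library do not exclude.

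Libraries of kidney and liver with the same treatment and replicate number deviated alike from their groups. The mean correlation across genes was 0.203, and the exact one-sided p over the 576 pairings within treatment was 0.00174, the smallest these pairings can give. Equal numbers may therefore mark the same mouse in both tissues. The correlations ranged from 0.0409 to 0.156 in the shFos group and from 0.123 to 0.401 in the NT group, and 2 of the 8 were under 0.1, so the tissues were not analysed as pairs in the main tests. The main test of the difference between tissues, and the splits drawn for the interaction, therefore treat kidney and liver libraries as separate animals. Whether they are separate stays open. The alternative fit that took equal numbers as the same mouse also gave 0 genes with an adjusted p under 0.05. It gave 2802 genes with an unadjusted p under 0.05, against 2482 in the main fit. Genes are not independent replicates in these correlations.

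The effects of shFos in kidney and liver were correlated across 12727 genes with a Spearman rho of 0.143 and a Pearson r of 0.164 (exact permutation test over 4900 assignments, p = 0.51, or p = 0.714 over the 70 that give equal numbers the same treatment in both tissues), and with a rho of 0.155 among genes with a mean of at least 5 CPM in both tissues. Genes are not independent replicates here either. Differences between the tissues were tested for 21 list scores, and the smallest p was 0.243 (exact permutation test, adjusted p = 0.985). Over the 70 assignments shared by both tissues, added after these values were seen, the smallest p was 0.0286, the least they can give, for interferon genes, whose change was 0.777 higher in the liver (exact permutation test, adjusted p = 0.6, and p = 0.424 over the 4900).

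In shFos livers, 12 of 12 macrophage markers were lower, with a median log2 fold change of -0.67 and a score difference of -0.665 (exact permutation test, p = 0.371). Fewer macrophages could give this pattern, but the spread between the NT livers (SD 1.21) leaves it undecided. Neutrophil markers were lower in the livers by a score of -1.004 (exact permutation test, p = 0.171) and proximal tubule markers higher in the kidneys by 1.02 (exact permutation test, p = 0.0571). Each difference rested in part on a single library. Liver NT replicate 4 had a neutrophil score of 1.67, against -0.346 to 0.577 in the other NT livers. Kidney NT replicate 4 had a proximal tubule score of -1.79, against -0.243 to 0.111 in the other NT kidneys. For all 33 tests of these lists the adjusted exact p lay between 0.236 and 1. The Y-linked gene *Ddx3y* had 0 counts in all libraries.

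Off-target repression through the hairpin's seed was tested in 3′ UTRs. Genes with a match to positions 2 to 8 of the guide ranked 92 of 210 in the liver and 93 of 210 in the kidney among 7-mers of the same composition, counted from the most lowered, which argues against a broad seed effect as a possible explanation.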
